# Sex differences in kidney gene expression during the life cycle of F344 rats

**DOI:** 10.1186/2042-6410-4-14

**Published:** 2013-07-31

**Authors:** Joshua C Kwekel, Varsha G Desai, Carrie L Moland, Vikrant Vijay, James C Fuscoe

**Keywords:** Kidney, Gene expression, Sex, Age, Biomarker

## Abstract

**Background:**

The kidney functions in key physiological processes to filter blood and regulate blood pressure via key molecular transporters and ion channels. Sex-specific differences have been observed in renal disease incidence and progression, as well as acute kidney injury in response to certain drugs. Although advances have been made in characterizing the molecular components involved in various kidney functions, the molecular mechanisms responsible for sex differences are not well understood. We hypothesized that the basal expression levels of genes involved in various kidney functions throughout the life cycle will influence sex-specific susceptibilities to adverse renal events.

**Methods:**

Whole genome microarray gene expression analysis was performed on kidney samples collected from untreated male and female Fischer 344 (F344) rats at eight age groups between 2 and 104 weeks of age.

**Results:**

A combined filtering approach using statistical (ANOVA or pairwise *t* test, FDR 0.05) and fold-change criteria (>1.5 relative fold change) was used to identify 7,447 unique differentially expressed genes (DEGs). Principal component analysis (PCA) of the 7,447 DEGs revealed sex-related differences in mRNA expression at early (2 weeks), middle (8, 15, and 21 weeks), and late (104 weeks) ages in the rat life cycle. Functional analysis (Ingenuity Pathway Analysis) of these sex-different genes indicated over-representation of specific pathways and networks including renal tubule injury, drug metabolism, and immune cell and inflammatory responses. The mRNAs that code for the qualified urinary protein kidney biomarkers KIM-1, Clu, Tff3, and Lcn2 were also observed to show sex differences.

**Conclusions:**

These data represent one of the most comprehensive in-life time course studies to be published, assessing sex differences in global gene expression in the F344 rat kidney. PCA and Venn analyses reveal specific periods of sexually dimorphic gene expression which are associated with functional categories (xenobiotic metabolism and immune cell and inflammatory responses) of key relevance to acute kidney injury and chronic kidney disease, which may underlie sex-specific susceptibility. Analysis of the basal gene expression patterns of renal genes throughout the life cycle of the rat will improve the use of current and future renal biomarkers and inform our assessments of kidney injury and disease.

## Background

The kidney functions in the fundamental physiological processes of filtering waste in the blood and re-absorbing water and small molecules through specific molecular transporters. Both endogenous and exogenous metabolites, hormones, and other molecules are handled primarily by proteins in the ATP-binding cassette and solute carrier super-families. A variety of organic substrates including peptides, nucleosides, drugs, and food constituents are recognized and transported by these proteins [1,2]. Homeostatic control of blood pressure is another key activity of the kidney via sodium-hydrogen ion exchangers that are regulated by the renin-angiotensin system [3].

Sex differences have been well established for various renal diseases, with females generally having protection compared to males through estrogen’s inhibitory, but androgen’s activating, behaviors on the renin-angiotensin system [4]. Females generally show lower risk for chronic kidney disease [5-8] compared to males. However, not all renal diseases are less prevalent in females; higher risk in females for diabetic kidney disease has been reported [9]. Diabetic vs. non-diabetic nephropathies present with conflicting reports from the literature as to their sex-specificity of injury [3].

Additionally, sex-related differences in acute kidney injury and nephrotoxicity are also well established, although heterogeneous in their sex specificity. Many reports suggest that females show susceptibility to drug-, diet-, and food supplement-induced renal injury [10-12]. However, male experimental animals have been shown to be more susceptible to certain metal-induced nephrotoxicity than females [13]. Females also show protection against obesity-related adverse renal events due to decreased inflammatory response [14] compared to males.

The molecular mechanisms responsible for these sex differences in adverse events are not well understood. However, some sex-specific toxicities have been shown to be related to expression level differences of specific proteins and transporters. For example, female rats exhibit sex-specific protection against mercury-induced nephrotoxicity compared to males [13]. This protection is conferred to females via the lower expression of organic anion transporters 1 and 3 (Oat1, Oat3) in the proximal tubules compared to males, limiting the uptake of mercury into renal cells and preventing nephrotoxicity. The sex-specific expression difference of various proteins and transporters may be responsible for other sex-related differences in renal disease and injury as well. Therefore, a better understanding of the basal expression levels in both male and female animals, across the entire rat life cycle will provide valuable data for assessing sex differences in the kidney.

Drug-induced kidney injury is a common reason for drug candidate failure during drug development [15]. Apart from histopathological evaluations, classical markers of kidney injury via blood (blood urea nitrogen, creatinine) and urinary endpoints (color, specific gravity, and protein levels) are generally considered to be insensitive and non-specific for detecting kidney injury [16]. Collaborative efforts between pharmaceutical and regulatory groups and the Predictive Safety Testing Consortium have led to the evaluation and qualification of several urinary protein biomarkers that serve as preclinical diagnostic biomarkers of drug-induced kidney injury including KIM-1, clusterin, trefoil factor 3, and osteopontin [17]. These new biomarkers are altered before major functional defects have occurred and signal specific renal damage (KIM-1, Clu). Additional urinary protein biomarkers, genes, and metabolites are being similarly evaluated for inclusion as preclinical biomarkers of toxicity [18]. However, most of the in-life testing and evaluation of renal toxicity and biomarker performance occur exclusively in male animals. Thus, further investigation into female and sex-related differences in urinary protein biomarkers specifically expressed in the kidney is warranted.

Knowledge of the basal expression of these genes and their normal, sex-dependent differences throughout the life cycle in preclinical models will inform the evaluation of these biomarkers and deepen our understanding of kidney function. We report global gene expression profiles of the kidney across the rat life cycle and the sex-specific changes that may influence normal kidney biology or underlie susceptibilities to adverse events.

## Methods

### Animal study

Male and female Fischer 344 (F344) rats were obtained and housed as previously described [19] and housed under AAALAC-approved conditions with a 12-h light/dark cycle (0600–1800). The rats were housed two per cage in standard polycarbonate cages with hardwood chip bedding maintained at 23°C with a relative humidity of approximately 50%. The rats were sacrificed at 2, 5, 6, 8, 15, 21 weeks (*n* = 6 per age group), 78 weeks (*n* = 8), and 104 weeks (*n* = 6) of age. Females were not synchronized for estrous cycle. Fischer rats were used due to their frequent use for in-life bioassays in preclinical toxicology studies. The rats were treated according to the National Center for Toxicological Research Institutional Animal Care and Use Committee guidelines.

### Necropsy

The animals were sacrificed at the same circadian time for each time point and euthanized through carbon dioxide asphyxiation. The sections of the kidneys were collected from rats aged 78 and 104 weeks for histological examination and placed in 10% neutral buffered formalin. Standa paraffin embedding, sectioning, and hematoxylin and eosin staining were performed for histopathological examination of the 78- and 104-week kidney sections by a staff board-certified pathologist.

### RNA isolation

Total RNA was isolated from approximately 30 mg of whole, homogenized, kidney tissue of independent animals as previously described [19] using Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA) according to manufacturer’s protocol. The yield of the extracted RNA was determined spectrophotometrically by measuring the optical density at 260 nm (Nanodrop-1000, Thermo Scientific, Wilmington, DE, USA). The purity and quality of extracted RNA were evaluated using the RNA 6000 LabChip and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). The RNA samples with RNA integrity numbers (RINs) greater than 8.0 were used for microarray experiments with an average RIN of 8.5 for all samples.

### Microarray experiments

Whole genome microarray experiments (*n* = 4 for 2, 5, 6, 8, and 104-week males; *n* = 5 for 15, 21, and 78-week males and 2, 5, 6, 8, 15, 21, 78, and 104 week females) were completed for a total of 75 microarrays. Single color (Cy3) Agilent Whole Rat Genome 4 × 44 K microarrays and reagents were used according to manufacturer’s protocols (Agilent Technologies, Santa Clara, CA, USA) using 500 ng of total RNA. An Agilent one-color spike-in kit was used as a positive control. The arrays were scanned using the Agilent High Resolution C Scanner (Agilent Technologies). The images were analyzed using Agilent’s Feature Extraction software. A universal rat reference (URR) RNA (Stratagene, Agilent Technologies) was labeled and incorporated into the array design to control for batch/day effects during data processing. Pair-wise Pearson’s correlations between un-normalized individual URR array intensity values (F532-median) ranged from *R* = 0.955 to 0.991. Full microarray data are available at Gene Expression Omnibus with accession GSE47070.

### Microarray data analysis

Microarray intensity data were uploaded to the ArrayTrack™ database [20] and normalized using 75th-percentile scaling without background subtraction. Relative fold-change values (individual values divided by the averaged expression from all ages in both sexes) were calculated on a per spot/feature basis. Following the MAQC Consortium recommendations (MAQC Consortium, 2006) for microarray data analysis, we employed a combined approach using both fold change and statistical criteria to determine differential gene expression. Intensity values were log(2)-transformed prior to statistical analysis. Filtering criteria, consisting of a 1.5-fold change and ANOVA (FDR 5%) for age-related changes or 1.5-fold change and pairwise *t* test (FDR 5%) for sex-related changes, were used to define an initial set of differentially expressed genes (DEGs). Applying these criteria to the 43,379 features on the Agilent microarrays resulted in 841 unique genes showing sex-related differences and 7,274 unique genes showing age-related differences for a total of 7,447 differentially expressed genes. The complete dataset with annotations, fold changes, and statistical values is available in Additional files 1 and 2: Table SA1 and Table SA2. For brevity and consistency, the genes are referenced by their official gene symbol as defined by National Center for Biotechnology Information (NCBI). Three-dimensional principal component analysis (PCA) was performed on normalized intensity values of the 7,447 differentially expressed features in ArrayTrack (http://www.fda.gov/ScienceResearch/BioinformaticsTools/Arraytrack/default.htm). Default settings in the Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/) for expression dataset analyses were used for gene list functional analysis. Gene lists were uploaded using NCBI Entrez gene IDs or gene symbols and submitted for IPA Core Analysis. Ranked results from Top Networks, Bio-Functions, Tox-Functions, and Canonical Pathways meeting minimal *p* value <0.05 for each pathway containing at least three focus molecules were queried for functional annotations and over-represented pathways to facilitate the biological interpretation of selected gene lists.

### Microarray probe annotation update

The Agilent rat 4 × 44 K whole genome microarray contains a total of 45,220 probes per array, 1,841 of which are Agilent control probes. Therefore, 43,379 probes were updated for the most current annotation. The 07Feb2007 version of Agilent annotation file (http://www.chem.agilent.com/cag/bsp/gene_lists.asp) contained 23,644 probes with some annotation (Entrez gene ID or symbol) corresponding to 16,801 unique Entrez gene IDs. This initial annotation was updated using two sources: (1) the Agilent 06Sept2011 version of annotation file downloaded from Agilent eArray website (https://earray.chem.agilent.com/earray/) and (2) the annotation files downloaded from Rat Genome Database FTP website (http://ftp://rgd.mcw.edu/pub/data_release/) as of February 6, 2012. The Agilent probe ID was used as a common identifier whereby the annotation of 28,552 probes representing 18,157 unique genes was attained for a net gain of 4,908 additional annotated probes (1,356 unique Entrez gene IDs gained). The entire Entrez gene ID and their respective Symbols were verified from NCBI’s Gene webpage (http://www.ncbi.nlm.nih.gov/gene). This newly annotated list of probes is contained in Additional files 1 and 2: Table SA1 and Table SA2.

## Results

Male and female F344 rats aged 2 to 104 weeks (human equivalent of 1–3 months to 70–80 years) were sacrificed, and tissues collected at eight ages as previously described [19]. 

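Kidney RNA from F344 rats labelled female was hybridized to Agilent whole genome rat arrays in 1 color, with 1 array per animal. Of these, 40 arrays were analyzed, 5 at each of 8 ages: 2, 5 and 6 weeks, 8, 15 and 21 weeks, and 78 and 104 weeks. The arrays of the males were not analyzed here, so the values given for these data are the female side of each comparison between the sexes. The scanner output gives an intensity for each of 45018 spots per array, 1639 of them controls. The image software had subtracted the background from these intensities and had not scaled them between arrays. The authors' table of normalized values held the same intensities multiplied by 1 factor per array, between 0.819 and 2.94, and 100% of the spots of each array were within 1% of that product. The 75th percentile of an array's intensities lay between 352.6 and 1286. Of the spots on an array, 67.7% to 82.3% were well above background, with medians by age between 69.4% at 21 weeks and 73.1% at 6 weeks. An array gives no count of molecules, and the number of arrays limits the precision of each value.

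From these intensities, the 75th percentile of each array was subtracted on the log2 scale, and the result is given as the log2 level. A level of 0 is thus the 75th percentile of the array. Controls were left out, spots that the software had marked as outliers (174 to 1205 per array) were treated as missing, and spots of the same probe were averaged, which left 41012 probes. The R package limma was fitted to all 40 arrays with age as the only factor, so that all ages share 1 estimate of the spread of each probe. As in the methods, a probe was counted as differentially expressed at a false discovery rate of 5% with a fold change above 1.5. The arrays lay on 20 slides and were scanned on 5 dates. Each age was spread over at least 4 slides and at least 3 scan dates.

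The sex labels were checked with the Y-linked genes Ddx3y (probe A_43_P19826, chromosome Y of GRCr8 from 1190042 to 1210699) and Eif2s3y (probe A_44_P638995, from 944653 to 964303). Both were well above background on 2 of the 40 arrays. On the array labelled 5 weeks replicate 1, Ddx3y had a log2 level of -2.37 and Eif2s3y of 0. On the array labelled 6 weeks replicate 4, the levels were -4.73 and -2.62. On the other 38 arrays, Ddx3y lay between -9.27 and -7.15 and was at background, whereas Eif2s3y lay between -9.25 and -5.72. Eif2s3y alone was above background on 9 arrays, counting those 2. The 2 arrays were kept under their labels, and the main counts are given with and without them.

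**Figure D1:**
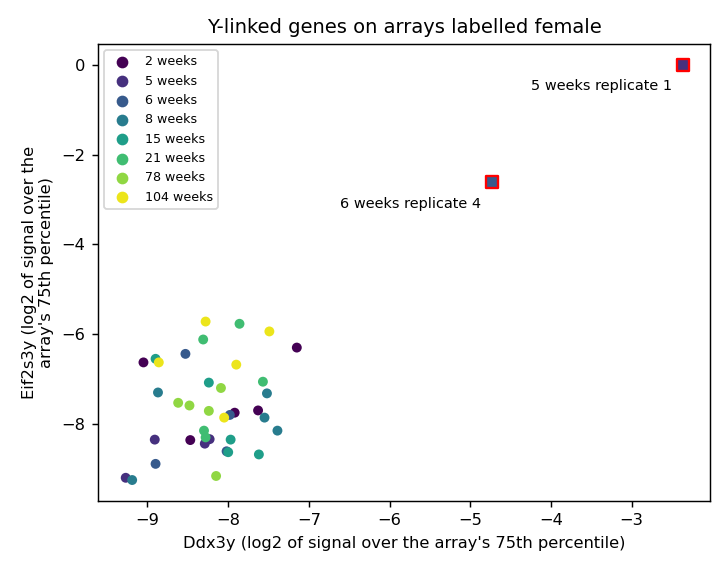
Log2 level of Eif2s3y against that of Ddx3y, each relative to the 75th percentile of its array, on the 40 arrays labelled female. The array labelled 5 weeks replicate 1 (-2.37 for Ddx3y) and the array labelled 6 weeks replicate 4 (-4.73) lie apart from the other 38, whose Ddx3y level is at most -7.15.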

The gene expression in the kidney was measured using Agilent whole genome rat arrays. A combined statistical and fold-change cutoff value was used for the initial filtering criteria for both age and sex differences. Filtering for differential expression by age (ANOVA, FDR 5%, and fold change >1.5) resulted in 7,274 unique genes. 

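Over the 8 ages in females, 9135 of the 41012 probes (22.3%) met both criteria for age, with limma's F-test and the fold change between the highest and the lowest age mean. These probes name 3877 genes. Only a part of the probes could be named (15184 by their accession, for 12206 genes), so this number is not comparable with the paper's. Without the fold-change criterion the count was 10043. The alternative that moved the count most, to 2414 probes, was background correction of the median spot intensities by limma's normexp method, which was chosen after seeing the data. With each array left out in turn, between 7990 and 9593 probes were counted, and 9999 without the 2 arrays with Y-linked signal.

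From 2 to 5 weeks, 7446 probes changed in females, 3050 of them higher and 4396 lower at 5 weeks, and 6772 without the 2 arrays with Y-linked signal. From 5 to 8 weeks, 505 probes changed (315 higher), and 778 without the array labelled 5 weeks replicate 1 or 822 without both arrays. From 21 to 104 weeks, 654 probes changed (525 higher), 404 without the array labelled 21 weeks replicate 3, and 818 without the 2 arrays with Y-linked signal. These 3 counts depend on the processing. Under the normexp correction they were 1923 (1054 higher, 869 lower), 95 and 66 (37 higher, 29 lower). They were 3561, 224 and 99 with slide as a fixed block, 4570, 233 and 112 by the methods' t-test, and 8047, 882 and 826 with scan date as a block. The counts between consecutive ages were chosen after the values had been seen. They were 249 probes from 5 to 6 weeks, 47 from 6 to 8 weeks, 187 from 8 to 15 weeks, 0 from 15 to 21 weeks, 196 from 21 to 78 weeks and 2 from 78 to 104 weeks. For the step from 15 to 21 weeks, limma gave 1303 probes at an unadjusted p under 0.05, and for the step from 78 to 104 weeks 1918. Both counts are below what chance alone gives on average at this threshold over all probes tested.

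Among named genes with no overlap between the arrays of both ages, the largest rises from 2 to 5 weeks were those of LOC690226 (log2 change 6.32, standard error 0.52), Scd (6.26, standard error 0.56) and the probe A_44_P247784 of Ugt2b15 (6.03, standard error 0.24). These 5-week means include the array labelled 5 weeks replicate 1, and without the 2 arrays with Y-linked signal the rises were 5.88, 6.51 and 5.97. Ugt2b4 then rose 58.9-fold, against 58.8-fold for LOC690226. Both the order and the choice of the genes listed thus depend on these arrays. The rise of Scd from 2 to 5 weeks is given for its probe A_44_P550145 alone, and its other probes were not compared for these ages. From 2 weeks to the mean of 8, 15 and 21 weeks this probe rose by 5.00, and 3 other probes of Scd changed by -0.41, 0.81 and -0.41. Expression of Afp fell by 5.39 on the log2 scale. Nefl was at least 31.2-fold lower and Kcnt2 at least 15.4-fold lower at 5 weeks, where no array had them above background. These bounds raise each level at background to the lowest level that counted as well above background on that array. From 5 to 8 weeks, Akr1b7 rose by 8.53 (standard error 0.79) and Ribc2 was at least 11.7-fold higher. Without the 2 arrays with Y-linked signal these were 8.22 and at least 12-fold. Adh6 changed by 5.73 and Slc22a22 by -5.84 between these ages, and by 4.93 and -5.27 without those arrays. The largest falls also included LOC690226 and the probe A_44_P208857 of Mlc1. Between 21 and 104 weeks, the largest rises included Il24 with 4.12 (standard error 0.61, adjusted p = 5.2e-05 from limma) and Pnoc with 4.04 (standard error 0.34, adjusted p = 1.9e-09). Ucp1 fell by 3.99, LOC688531 fell by 3.51 and Ucp3 fell by 3.18. The lower level lay near background for 3 of these: Il24 was above it on 1 of 5 arrays at 21 weeks, LOC688531 on 1 of 5 and Ucp3 on 3 of 5 at 104 weeks, so the sizes of these changes depend on the background estimate. The normexp correction left Il24, LOC688531 and Ucp3 short of the criteria, and slide as a fixed block, also chosen after seeing the data, left Ucp1, LOC688531 and Ucp3 short of them.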

Differential expression by sex (pairwise *t* test, FDR 5%, and fold change >1.5) resulted in 841 unique genes, showing sex difference at one or more ages, for a combined total of 7,447 unique DEGs by either age or sex in the kidney.

The 7,447 genes that met the filtering criteria were used for principal component analysis. Figure 1A,B illustrates the results using different views. The top three principal components (PCs) account for 32.5%, 13.8%, and 10.8% of the total variability, respectively, and are plotted in three dimensions to visualize the contribution of individual animals to the global expression profiles of the DEGs. 

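In the 40 female arrays, a principal component analysis of the 9135 age-related probes, centered and not scaled, gave shares of 41.7%, 12.8% and 8.2% of the variance for the first 3 components. With each array left out in turn, the share of PC1 lay between 39.6% and 43.2% and that of PC2 between 12.3% and 13.8%. Without both arrays with Y-linked signal, PC1 had 43.6%. The alternative that moved PC1 most was the use of all 29223 probes well above background on every array of at least 1 age in place of the age-related probes, which gave 27.5%.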

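Within an age, the Pearson correlation between female arrays over the age-related probes had a median of 0.988 over 80 pairs, with a range from 0.964 to 0.993. Between ages, the median was 0.965 over 700 pairs, with a range from 0.856 to 0.993. The array at the smallest Euclidean distance from a given array was of the same age for 31 of the 40 arrays. Because these probes had been selected for their differences between ages, the count was repeated over all 29223 bright probes, where it was 20 of 40 arrays. The correlations and distances are computed across probes, which are not independent replicates.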

Animals from the same age group and sex tend to cluster tightly with each other. Each age group appears in a pattern that is consistent with the sequential age in weeks (Figure 1A). 

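The mean PC1 score of the female arrays was -95.8 ± 10.2 (SD, n = 5) at 2 weeks, -16.1 ± 18.7 at 5 weeks, -12.8 ± 5.9 at 6 weeks, 6.5 ± 5.6 at 8 weeks and 28.6 ± 4.4 at 15 weeks, each over 5 arrays. At 21, 78 and 104 weeks the mean was 30.6 ± 3.6, 31 ± 5.6 and 28.1 ± 2.6, and the arrays of these ages overlapped. The array labelled 5 weeks replicate 1, 1 of the 2 with Y-linked signal, had a score of 17.1, whereas the other 4 arrays of 5 weeks lay between -26.1 and -20.4. From the separation of the ages along this axis, the paper reasons that PC1 accounts for variability due to age.

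**Figure D2:**
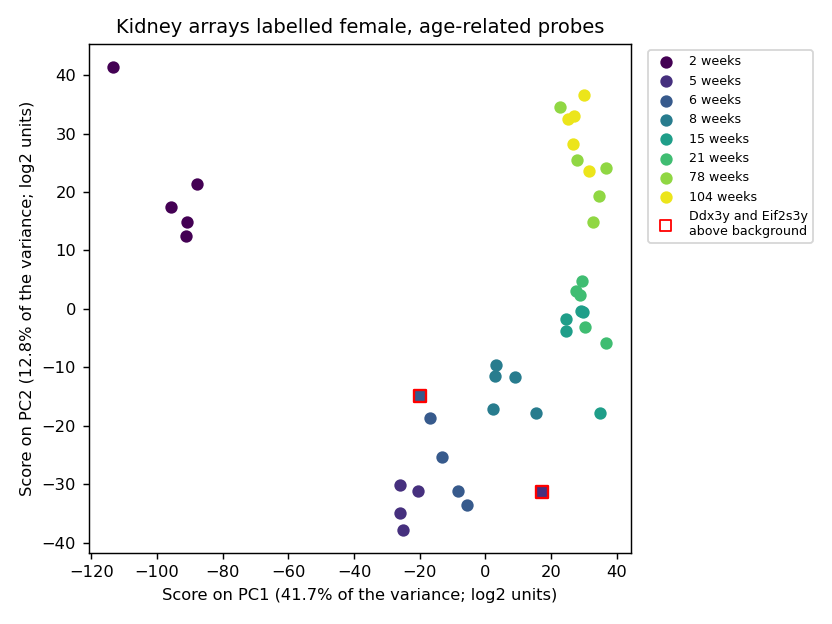
Scores of the 40 arrays labelled female on PC1 (41.7% of the variance) and PC2 (12.8%) of the age-related probes, with 1 point per array and colors for the 8 ages. Red squares mark the 2 arrays with Y-linked signal, of which the array labelled 5 weeks replicate 1 lies at 17.1 on PC1, apart from the other 5-week arrays.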

PC1 accounts for variability due to age as the age groups separate along the axis parallel to PC1. Likewise, PC3 accounts for variability due to sex as the sex differences between animals of the same age group separate in space along the PC3 axis. PC2 appears to capture variability due to adult animal expression as 2- and 104-week groups differentiate from 8- to 21-week ones along the PC2 axis. 

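On PC2, the mean score in females was 21.5 ± 11.6 (SD, n = 5) at 2 weeks and fell to -33.1 ± 3.2 at 5 weeks. It was -24.8 at 6 weeks, -13.5 ± 3.7 at 8 weeks, -4.9 ± 7.4 at 15 weeks and 0.2 ± 4.5 at 21 weeks. At 78 weeks it was 23.7 ± 7.4 and at 104 weeks 30.8 ± 5.1. No array of 8, 15 or 21 weeks scored above 4.8, and no array of 2, 78 or 104 weeks scored under 12.4. The paper proposes from such a separation that PC2 captures expression in adult animals.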

Sex differences in the age groups begin to be most noticeable by 6 weeks of age (Figure 1B), are greatest at 15 and 21 weeks, and decrease at 78 and 104 weeks. Together, these data illustrate the relatively high reproducibility between biological replicates in a discrete and continuous linear pattern from young to old animals and among animals of the same sex. It also suggests sex differences in expression are most prominent during middle ages (8, 15, and 21 weeks) while still showing differences in old age (78 and 104 weeks).

**Figure 1:**
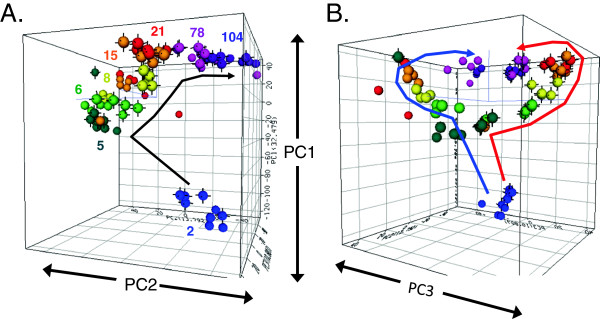
**Three-dimensional principal component analysis of differentially expressed genes.** The 7,447 differentially expressed features (FDR 5%; relative fold change >1.5) were used to assess the global view of each animal’s contribution to the life cycle expression profile. Each sphere represents the composite expression profile of one animal according to the top three principal components plotted in three-dimensional space (ArrayTrack). The spheres are colored by similar age group (*N* = 4 or 5). The spheres with black vertices indicate females, while those without indicate males. Animals generally cluster together according to respective age and sex in an age-sequential pattern. Figure 1A, B shows different views of the same plot: **(A)** highlights the age-related pattern, while **(B)** best displays the sex divergence in expression. The top three principal components accounted for 32.5%, 13.8%, and 10.8% of the total variance.

The gene expression differences between males and females during middle (8, 15, and 21 weeks) ages were further analyzed for sex differences using Venn analysis. The number of genes showing sex bias in expression (sex bias = pairwise *t* test FDR 5% and relative fold change >1.5 between sexes) was calculated at each age group. The number of male-biased (male expression levels higher than female) and female-biased (female expression levels higher than male) genes was plotted versus age (Figure 2A) to evaluate any patterns of unique sex bias during the rate life cycle. Three notable patterns were observed. First, 2-week-old animals exhibit 130 sex-biased genes prior to puberty. Secondly, those aging 8, 15, and 21 weeks exhibit the highest numbers of male-biased and female-biased genes, compared to other ages. Thirdly, sex-biased genes at 104 weeks exhibited substantially more male-biased genes (87% of all sex-biased genes) than female-biased genes.

**Figure 2:**
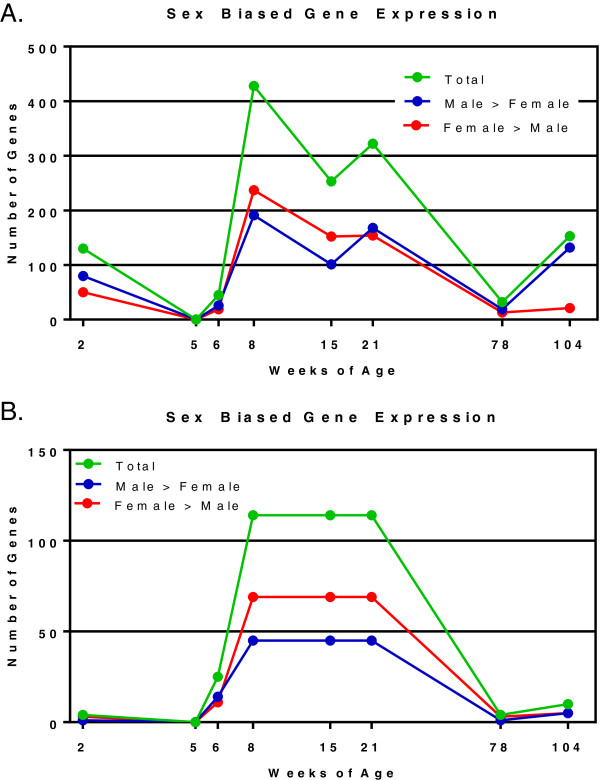
**Number of sex-biased genes per age group.** The number of unique, differentially expressed genes exhibiting sex-difference in expression (pairwise *t* test, FDR 5%, and 1.5 relative fold change between sexes) was calculated for each age group. The total number of sex-biased genes **(A)** is divided into female- and male-biased genes per age group. 114 sex-biased genes common to 8-, 15-, and 21-week animals **(B)** were plotted together in order to compare this list of robust sex differences accross all ages. Green, red, and blue lines represent numbers of total, female-biased, and male-biased genes, respectively, at each age group.

The evaluation of sex-biased genes at 2 weeks revealed 130 genes exhibiting male or female bias according to the criteria of 1.5-fold difference between males and females. However, for 80 of these genes (62%), males and females exhibit the same pattern of expression between 2 and 5 weeks. In addition, for these 80 genes, the age effect (fold change) between 2 and 5 weeks is greater than the sex effect (fold change) at 2 weeks. This means that age is having a greater influence on the expression at these ages than sex for these 80 genes. This suggests that the sex bias for more than half of the 130 two-week, sex-biased genes may be attributed to differences in timing or development between males and females rather than a true difference in gene expression. 

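The 130 genes of Table SB were followed in females from 2 to 5 weeks by the probes that the table lists. Their median log2 change was -0.57, with 47 genes higher and 83 lower at 5 weeks. For 51 of the 130 genes, the size of the change from 2 to 5 weeks was larger than the size of the paper's ratio between the sexes at 2 weeks. Of the 130 genes, 32 were differentially expressed upward and 44 downward over all probes tested, and 33 and 55 at a false discovery rate of 5% adjusted over the list alone. The authors chose this list on arrays that include these, so the latter counts and the list tests that follow are not independent evidence. As a set, the genes changed when both directions count (limma's fry over 16 list comparisons, adjusted p = 3.6e-32, unadjusted 2.3e-33), and no common direction passed 0.05 (two-sided, adjusted p = 0.076, unadjusted 0.067). The first test does not compare the list with other probes, and 7446 of the 41012 probes changed from 2 to 5 weeks. It thus does not set these genes apart. For the direction, limma's camera, which does compare with other probes, gave unadjusted p of 0.12 (preset correlation) and 0.54 (estimated correlation). With slide as a random block the unadjusted fry p of the direction was 0.026, and with slide as a fixed block 0.012, so the fry result depends on the model. The alternatives that moved the count of 51 most were slide as a fixed block, with 78 genes, and the normexp background correction, with 29, both chosen after seeing the data. Without the 2 arrays with Y-linked signal the count was 42. The paper proposes from the larger effect of age that, for most of these genes, the sex bias may stem from a different timing or development of males and females and not from a true difference in expression.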

The 130 sex-biased genes at 2 weeks are listed in Additional file 3: Table SB. Because the middle ages (8, 15, and 21 weeks) showed large sex differences (as visualized in Figure 1B) and also comprise the most common ages for in-life rodent testing for preclinical toxicity studies, these three age groups were examined for genes showing consistently sex-biased expression. Venn analysis was used to identify 114 unique, sex-biased genes (Figure 3; see Additional file 4: Table SC for lists of the genes) common to all three age groups (i.e., Venn intersection). This set of 114 commonly sex-biased genes contains 69 female-biased genes and 45 male-biased genes. No genes in this set showed mixed or confounding patterns of sex-biased expression, meaning, all genes were consistently either male- or female-biased at all three age groups.

**Figure 3:**
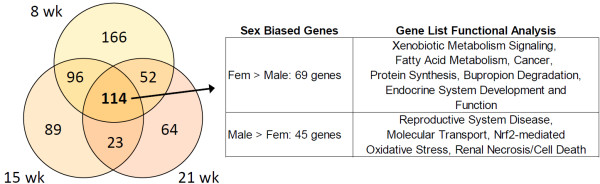
**Venn diagram analysis of sex-biased genes during middle age.** The intersection of genes exhibiting sex-biased expression at middle age groups (8, 15, and 21 weeks) was calculated using Venn analysis. The genes commonly sex-biased (i.e., Venn intersection) were divided into female- and male-specific gene lists, and functional analyses using Ingenuity Pathway Analysis was performed. Middle age groups (8, 15, and 21 weeks) showed relatively equal numbers of sex-biased genes. Sex-biased gene lists were analyzed for over-represented gene pathways or networks.

These 69 and 45 sex-biased genes were subsequently analyzed using Ingenuity Pathway Analysis for over-representation of specific functional pathways or networks. A consensus approach was used to review IPA’s Top Networks, Top Bio Functions, Top Canonical Pathways, and Top Tox Lists for repeated pathway or ontology terms for each list of genes analyzed (Figure 3). The 69 female-biased genes showed over-representation of xenobiotic metabolism, protein synthesis, endocrine system development and function, cancer, and fatty acid metabolism pathways. The 45 male-biased genes showed over-representation of reproductive system disease, molecular transport, Nrf2-mediated oxidative stress, and renal necrosis and cell death pathways. Thus, very different biology is reflected in these two sex-biased gene lists. The 114 sex-biased genes common to 8-, 15-, and 21-week animals were plotted together (Figure 2B) in order to compare this list of robust sex differences across all ages.

The examination of the sex-biased expression at 104 weeks revealed that 130 of the 152 sex-biased genes (87%) were male-biased. Functional analysis of the 130 male-biased genes revealed over-representation of immune response, inflammation response, immune cell trafficking, cell-mediated inflammatory response, and T cell receptor signaling pathways.

The functional categories found for the male-biased gene expression pattern at 104 weeks of age suggested the strong activation of an immune reaction. To verify this at the cellular level, histopathological examination of kidney tissue sections was performed, and a 2- and 1.5-fold increase (M > F, *p* < 0.01) in average severity score for mononuclear cell infiltration was identified at 78 and 104 weeks, respectively (Figure 4). These histopathological findings confirmed the sex-specific (M > F) gene expression results that suggested increased immune cell response. Because such immune response may lead to the development of tissue fibrosis in older males, renal fibrosis was also evaluated by histological examination at 78 and 104 weeks. Fibrosis severity was scored from 0 to 4, with 0 indicating absent and 4 indicating marked. Males showed more fibrosis than females at these ages. Whereas female animals had an average fibrosis severity score of 0.5 (range 0–1) and 1.5 (range 1–3) at 78 and 104 weeks, respectively, males had an average fibrosis severity score of 2.1 (range 1–3) and 2.4 (range 1–4), respectively.

**Figure 4:**
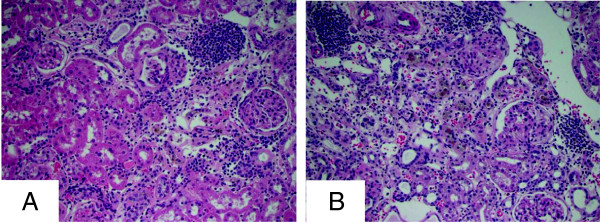
**Histopathological assessment of male-specific mononuclear cell infiltration.** Kidney sections (H&E stained) from male and female animals at 78 and 104 weeks were analyzed for presence and severity (scored 0–4 for absent to marked) of mononuclear cell infiltration, a common indicator of immune response and inflammation. Male animals were found to have higher severity scores on average than females at both 78 and 104 weeks. The figure shows kidneys of a female at 78 weeks **(A)** and a male at 78 weeks **(B)** exhibiting mild and moderate mononuclear cell infiltration, respectively.

Principal component analysis allows for the determination of those genes having the greatest influence on the variability in one principal component by rank ordering the loading values of that principal component. PC3 represents the variability within the dataset due to sex differences (Figure 1B). Analysis of the loadings values from PC3 revealed the top male- and female-biased genes influencing the dataset in the PCA. The female-biased genes having the largest influence on sex differences are alcohol dehydrogenase 6 (*Adh6*), *Col24a1*, and *Akr1b7*. 

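Adh6 (probe A_44_P199129, chromosome 2 of GRCr8 from 229576612 to 229608359) had a log2 level in females of 3.73 ± 0.21 (SD, n = 4) at 2 weeks, with 1 spot missing. At 5 weeks the array labelled 5 weeks replicate 1 had -3.82, and the other 4 arrays lay between -0.02 and 0.47. At 8, 15 and 21 weeks the level was 5.1 ± 0.28, 5.39 ± 0.19 and 5.2 ± 0.36 (SD, n = 5 each), a change of 1.49 from 2 weeks to the mean of these ages (standard error 0.39, adjusted p = 0.0028 from limma). At 104 weeks the level was 4.85 ± 0.32. The level at 6 weeks was 4.21 ± 0.4, including the array labelled 6 weeks replicate 4 at 3.51.

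Akr1b7 (probe A_44_P1058932, chromosome 4 from 64043901 to 64083751) was near background at 2 weeks (-5.12 ± 1.72) and rose by 7.13 on the log2 scale to the mean of 8, 15 and 21 weeks (standard error 0.65, adjusted p = 6.9e-11). Its level was 2.65 ± 1.27 at 8 weeks, 1.9 ± 0.62 at 15 weeks and 1.49 ± 1.71 at 21 weeks. At 78 and 104 weeks it was -3.14 ± 0.73 and -2.85 ± 1.16. The change from 21 to 104 weeks was -4.34 (standard error 0.83, adjusted p = 0.0022), with an overlap between the arrays of both ages, and slide as a fixed block gave an adjusted p of 0.091. For Col24a1, no probe could be named. For the genes named in the paper and those with the largest changes, 213 comparisons were followed over the alternatives, and 64 met the criteria. They are 104 with 21 weeks, 8 with 21 weeks, and the mean of 8, 15 and 21 weeks with 2 weeks. Changes from 2 to 5 and from 5 to 8 weeks are not among them. The alternative that moved the 213 comparisons most was the normexp background correction, under which 33 of 212 no longer met the criteria.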

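In females, the genes Slco1a1, Dhrs7, Cyp2c11, Slc22a22 and Mlc1 were followed by the probes that the paper's tables list. Slco1a1 (A_43_P15534, chromosome 4 of GRCr8 from 176606924 to 176682027) had a log2 level of -4.59 ± 0.79 (SD, n = 5) at 8 weeks, -4.88 ± 1.06 at 15 weeks and -4.18 ± 2.36 (n = 4) at 21 weeks. At 5 weeks the array labelled 5 weeks replicate 1 had 4.85, against -2.02 to -1.36 on the other 4 arrays of that age. Cyp2c11 (A_44_P280786, chromosome 1 from 246175216 to 246211445) was well above background on 2 of 5 arrays at 8 weeks, 4 of 5 at 15 weeks and 2 of 5 at 21 weeks, with means of -6.55, -6.12 and -6.09. At 5 weeks it had 2.62 on the array labelled 5 weeks replicate 1 and -6.21 to -5.18 on the others.

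Dhrs7 (A_44_P684199, whose transcript the annotation assigns to Dhrs7l1, chromosome 6 from 97025094 to 97047899) was above background on 2, 1 and 2 of 5 arrays at 8, 15 and 21 weeks, and its level at 15 weeks was -7.04 ± 0.84. At 5 weeks it had 2.83 on the array labelled 5 weeks replicate 1 and -3.48 to -2.88 on the others. Slc22a22 (A_44_P469016) fell by 5.10 on the log2 scale in females from 2 weeks to the mean of 8, 15 and 21 weeks (standard error 0.46, adjusted p = 4.5e-10 from limma), from 1.25 ± 0.18 at 2 weeks to -3.66 ± 0.46 (n = 4) at 8 weeks. Mlc1 (A_44_P715742) differed by -0.28 over the same ages (standard error 0.44, adjusted p = 0.7), and its level was -3.81 ± 0.5 at 8 weeks. For Slco1a1, Cyp2c11 and Dhrs7 these changes were between -0.15 and 0.26, and none met the criteria. Changes that met them ran to and from 5 weeks: from 2 to 5 weeks Slco1a1 rose by 4.12 (standard error 1.18, adjusted p = 0.01), Dhrs7 by 4.85 (standard error 0.91, adjusted p = 0.00013) and Mlc1 by 3.76 (standard error 0.53, adjusted p = 2e-06), and from 5 to 8 weeks Dhrs7 fell by 4.55 (adjusted p = 0.0026) and Mlc1 fell by 4.28 (adjusted p = 1.4e-06). The fall of Slco1a1 by 4.22 (adjusted p = 0.073) and the rise of Cyp2c11 by 2.11 from 2 to 5 weeks (adjusted p = 0.19) did not meet them. These 5-week means include the array labelled 5 weeks replicate 1, on which the Mlc1 level was 3.01. Without the 2 arrays with Y-linked signal, the rises to 5 weeks were 2.81 for Slco1a1 (adjusted p = 0.037), 3.65 for Dhrs7, 3.13 for Mlc1 and 0.46 for Cyp2c11, and to 8 weeks Slco1a1 fell by 2.91, Dhrs7 fell by 3.35 and Mlc1 fell by 3.64. The same changes met the criteria as with all arrays.

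**Figure D3:**
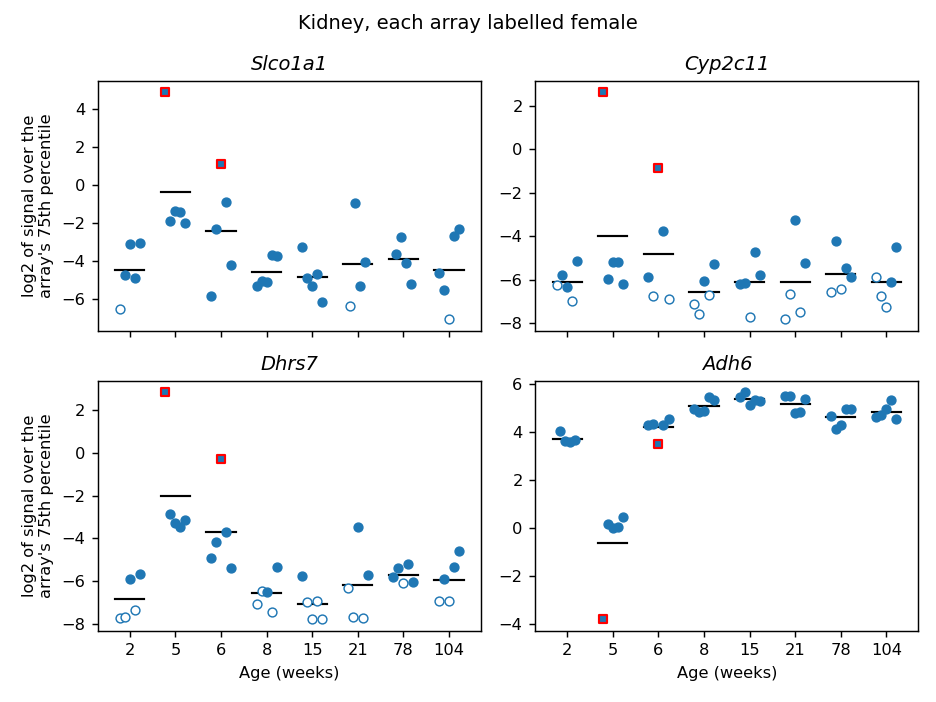
Log2 level (relative to the 75th percentile of the array) of Slco1a1, Cyp2c11, Dhrs7 and Adh6 against age in weeks, with 1 circle per array labelled female, filled where the gene was well above background and open where it was not. Bars are the means of the 5 arrays (4 where a spot is missing) and red squares the 2 arrays with Y-linked signal, of which the one at 5 weeks reads 4.85, 2.62, 2.83 and -3.82 for these genes.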

The male-biased genes having the largest influence in sex differences are solute carrier organic anion transporter family member 1a1 (*Slco1a1*), dehydrogenase/reductase (SDR family) member 7 (*Dhrs7*), *Slc22a22*, cytochrome P450, family 2, subfamily C, polypeptide 11 (*Cyp2c11*), and *Mlc1*. Examples of individual gene expression profiles representing both the magnitude of sex differences observed and their potential relevance for kidney function are shown in Figure 5. The expression of the genes for Slco1a1, solute carrier family 22 member 7 (Slc22a7), and ATP-binding cassette, sub-family B (MDR/TAP), member 1B (Abcb1b), three crucial renal transporters involved in drug uptake and excretion, exemplifies the sex differences present, especially from 8 to 21 weeks. 

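Abcb1b (probe A_44_P141897, chromosome 4 of GRCr8 from 26197706 to 26280156) had a log2 level in females of -4.72 ± 0.48 (SD, n = 5) at 2 weeks, -2.67 ± 0.68 at 8 weeks, -2.97 ± 0.23 at 15 weeks and -3.31 ± 0.18 (n = 4) at 21 weeks. The change from 2 weeks to the mean of 8, 15 and 21 weeks was 1.74 (standard error 0.21, adjusted p = 4.7e-08 from limma), with no overlap between the arrays. Under the normexp background correction it was 0.58 and short of the criteria. At 104 weeks the level was -3.57 ± 0.37. No probe could be named for Slc22a7.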

The maximum fold-change difference between the sexes ranges from 500 (male > female) for *Slco1a1* to 10 (female > male) for Slc22a7, and 3 (female > male) for Abcb1b. Cytochrome P450, family 1, subfamily A, polypeptide 1 (*Cyp1a1*), *Cyp2c11*, and glutathione S-transferase theta 1 (*Gstm1*) encode key phase I and II drug metabolism proteins, with fold-change expression differences between the sexes of approximately 6 (female > male), 250 (male > female), and 2 (male > female), respectively. 

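In females, Cyp1a1 (probe A_44_P321009, chromosome 8 of GRCr8 from 66991940 to 66998014) was above background on 2 of 5 arrays at 2 weeks and on all arrays of 8, 15 and 21 weeks. Its log2 level at these ages was -0.78 ± 0.36, -0.47 ± 0.4 and -1.01 ± 0.44 (SD, n = 5 each), a rise of 5.21 over 2 weeks (standard error 0.48, adjusted p = 8.1e-11 from limma). Its size depends on the background estimate and lay between 2.03 and 5.92 over the alternatives, under all of which it met the criteria. The array labelled 5 weeks replicate 1 had -3.31, under the other 4 arrays of that age at -1.28 to -0.7. Gstm1 (probe A_43_P11776, chromosome 2 from 198338005 to 198346007) had 0.1 ± 0.08 at 2 weeks and 0.87 ± 0.2, 0.56 ± 0.22 and 0.5 ± 0.22 at 8, 15 and 21 weeks. Its change of 0.54 (standard error 0.14, adjusted p = 0.0021) was under the 1.5-fold criterion. The array labelled 5 weeks replicate 1 had 1.88 for Gstm1, above the other 4 arrays at 0.98 to 1.19.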

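In females, the log2 level of Mmp7 (probe A_43_P11590, chromosome 8 of GRCr8 from 13133043 to 13140761) was -6.62 ± 0.37 (SD, n = 5) at 21 weeks, where 1 of 5 arrays had it above background. At 78 weeks it was -5.92 ± 1.07 (3 of 5 arrays) and at 104 weeks -4.43 ± 0.47 (5 of 5 arrays). The change from 21 to 104 weeks was 2.19 (standard error 0.42, adjusted p = 0.0019 from limma). It was 0.5 with intensities without background correction (adjusted p = 0.93) and 0.29 under the normexp correction, neither of which met the criteria, and with slide as a fixed block the adjusted p was 0.059. The level was also raised at 8 weeks (-3.99 ± 1), 2.63 above 21 weeks (standard error 0.42, adjusted p = 0.00027), and this call was lost under the same 3 alternatives.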

Matrix metallopeptidase 7 (*Mmp7*), an extracellular matrix maintenance enzyme implicated in fibrosis, exhibits male-specific up-regulation in the late age groups (eightfold). *Dhrs7* and *Adh6*, coding for two dehydrogenases, represent the most influential sex-biased genes according to PCA loading value analysis, with *Dhrs7* showing a 500-fold male-biased expression and *Adh6* showing a 250-fold female-biased expression. These examples illustrate the magnitude and timing of the sex-biased expression of genes with toxicological and pharmacological relevance during the life cycle.

**Figure 5:**
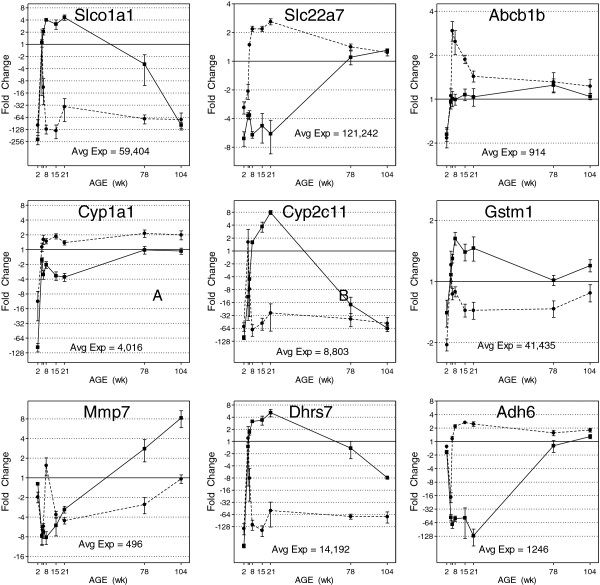
**Individual gene expression profiles exhibiting notable sex differences.** Genes encoding *Slco1a1*, Slc22a7, *Abcb1b*, *Cyp1a1*, *Cyp2c11*, *Gstm1*, *Mmp7*, *Dhrs7*, and *Adh6* exhibit notable sex differences in life cycle gene expression in the rat kidney. Relative fold changes (microarray data) are plotted; error bars represent SEM, *n* = 4 or 5. Females and males are indicated by dashed and solid lines, respectively. Averaged expression levels (normalized fluorescence intensities) across all age groups and in both sexes are reported for each gene and have been scaled to equal 1 in the plots.

Several gene products have been proposed recently for use as kidney safety biomarkers [17,21], six of which have been qualified by the FDA for use in preclinical monitoring of disease- and drug-induced nephrotoxicity (Table 1). 

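In females, Tff3 (probe A_43_P11676, chromosome 20 of GRCr8 from 9194623 to 9199333) rose from a log2 level of 0.83 ± 0.3 (SD, n = 5) at 2 weeks to 5.22 ± 0.21 at 8 weeks. From 21 to 104 weeks it fell by 1.90 (standard error 0.34, adjusted p = 0.00087 from limma), from 4.12 ± 0.51 to 2.23 ± 0.29. Spp1 (probe A_44_P491796, chromosome 14 from 5613569 to 5620695) had 4.53 ± 0.13 at 21 weeks, 5.68 ± 0.3 at 104 weeks and 5.89 ± 0.25 at 8 weeks, where 2 of 5 arrays were saturated. It was thus 1.15 higher at 104 weeks (standard error 0.19, adjusted p = 0.00023) and 1.36 higher at 8 weeks (standard error 0.19, adjusted p = 5.6e-05) than at 21 weeks, the latter being a lower limit because of the saturation. With slide as a fixed block, neither change met the criteria.

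Lcn2 (probe A_42_P638620, chromosome 3 from 36078432 to 36081851) lay near background at 21 weeks (-5.72 ± 0.16, 4 of 5 arrays above it) and was 1.1 higher at 104 weeks (standard error 0.26, adjusted p = 0.017). The call was lost without background correction, under the normexp correction, with slide as a fixed block, and without any one of 3 arrays (21 weeks replicate 5, 104 weeks replicate 2 or 104 weeks replicate 5). Clu (probe A_44_P311126, chromosome 15 from 44336619 to 44375861) had 3.26 ± 0.16 at 21 weeks and 3.84 ± 0.24 at 104 weeks. Its change of 0.58 (standard error 0.16, adjusted p = 0.063) did not meet the criteria, although it did under quantile normalization (0.64) and without the array labelled 104 weeks replicate 6 (0.65).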

The expression levels of five of the six genes encoding qualified biomarkers exhibit sex differences of twofold or greater and include kidney injury molecule 1 (*Kim-1*), clusterin (*Clu*), trefoil factor 3c (*Tff3*), osteopontin (*Spp1*), and lipocalin 2 (*Lcn2*) (Figure 6). Notably, *Kim-1* exhibits about 23-fold difference at 8 weeks, the most common age for in-life toxicity evaluations. 

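Kim-1 is the product of Havcr1 (probe A_44_P252517, chromosome 10 of GRCr8 from 31619914 to 31652955). Its log2 level in females was -0.43 ± 0.68 (SD, n = 5) at 8 weeks, -3.65 ± 0.47 at 15 weeks and -4.7 ± 0.62 at 21 weeks. The difference between 8 and 21 weeks was 4.26 (standard error 0.78, adjusted p = 0.0015 from limma), with no overlap between the arrays. At 104 weeks the level was -1.09 ± 0.73, which is 3.61 above 21 weeks (standard error 0.78, adjusted p = 0.0067). Neither difference met the criteria under the normexp correction (2.61 and 2.08) or with slide as a fixed block (4.16 and 3.29). A list of 25 other genes raised in injured tubules, of which 24 are on the array, had a median change of 0.24 from 21 to 8 weeks, with 21 genes higher and 3 lower at 8 weeks (limma's fry over 16 list comparisons, two-sided, adjusted p = 0.008, unadjusted 0.0045). With slide as a fixed block, chosen after seeing the data, this was lost, with a median of 0.06 (16 higher, 8 lower, unadjusted p of 0.31). None of the 24 was differentially expressed singly over all probes tested, and 2 were when adjusted over the list alone.

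**Figure D4:**
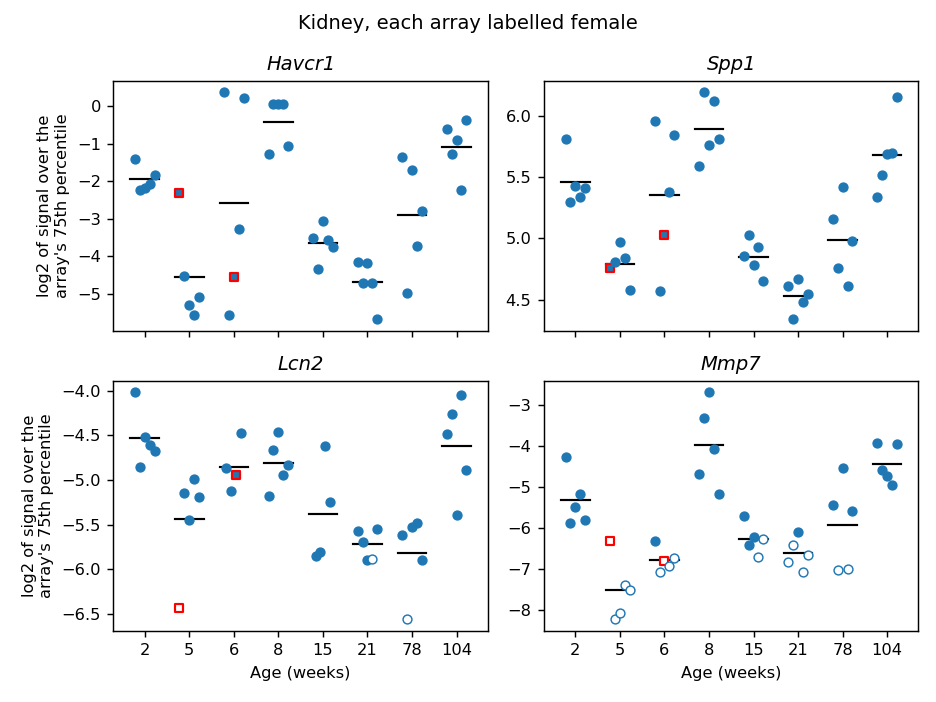
Log2 level (relative to the 75th percentile of the array) of Havcr1, Spp1, Lcn2 and Mmp7 against age in weeks, with 1 circle per array labelled female, filled where the gene was well above background and open where it was not. Bars are the means of the arrays of an age and red squares the 2 arrays with Y-linked signal. The mean of Havcr1 is -0.43 at 8 weeks and -4.7 at 21 weeks.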

Fetuin A, a proposed renal biomarker, exhibits sex differences in gene expression of over 600-fold at 2 weeks (Table 1). These gene expression differences suggest notable sex-related changes in protein expression which may impact their use and utility. 

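Fetuin A is the product of Ahsg (probe A_44_P390362, chromosome 11 of GRCr8 from 91625975 to 91632583). In females at 2 weeks its log2 level was -5.42 ± 1.6 (SD, n = 5), and 3 of 5 arrays had it above background. At 8 weeks it was -4.02 ± 1.04 and at 21 weeks -6.54 ± 1.93. At 104 weeks it was -1.92 ± 3.42, and this spread between arrays of 1 age is the widest among these ages. Within ages, the level of Ahsg followed the mean of 18 liver genes over the 40 arrays (Pearson's r of 0.88). Liver RNA on some arrays thus stays open as a source of this signal. The change of Ahsg by 4.62 from 21 to 104 weeks (standard error 1.41, adjusted p = 0.099 from limma) did not meet the criteria. It met them with slide as a random block (5.05), with the replicate block (4.93) and without the array labelled 104 weeks replicate 5 (5.71).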

Taken together, further evaluation of the role of sex differences in renal biomarker discovery, qualification, and use is warranted.

**Figure 6:**
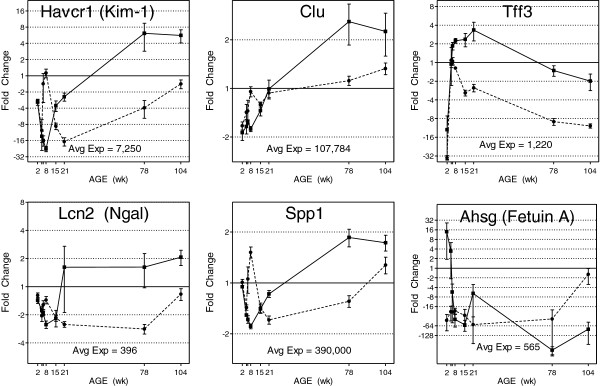
**Differential life cycle expression of genes encoding qualified and proposed kidney biomarkers.** Genes encoding qualified renal biomarkers Kim-1, Clu, Tff3, Lcn2, Spp1, and proposed renal biomarker Fetuin A show sex differences in expression from 2- to 600-fold in the kidney. Relative fold changes (microarray data) are plotted; error bars represent SEM, *n* = 4 or 5. Females and males are indicated by dashed and solid lines, respectively. Averaged expression levels (normalized fluorescence intensities) across all age groups and in both sexes are reported for each gene and have been scaled to equal 1 in the plots.

**Table 1:** Current qualified and proposed kidney injury biomarkers

**Kidney biomarker**^**a**^	**Qualified**	**Kidney injury location**	**Sex bias**	**Maximum fold-change sex difference**	**Age of largest sex difference (weeks)**
Kim-1 (Havcr1)	Yes	Prox Tub	F > M	23.5	8
TFF3 (Tff3)	Yes	Prox Tub	M > F	9.7	21
NGAL (Lcn2)	Yes	Prox, Dist Tub	M > F	3.7	78
Osteopontin (Spp1)	Yes	Prox, Dist Tub, Lp Hnle	F > M	2.7	8
Clusterin (Clu)	Yes	Prox, Dist Tub	M > F	2	104
GST-α (Gsta2)	Yes	Prox Tub	No sex difference	-	-
Fetuin-A (Ahsg)	No	Prox Tub	M > F	600	2
HGF (Hgf)	No	Prox Tub	F > M	2.4	2
GST-μ (Gstm1)	No	Dist Tub	M > F	2.1	21
Interleukin-18 (*Il-18*)	No	Prox Tub	M > F	1.5	104
GST-π (Gstp1)	No	Dist Tub	No sex difference	-	-
NHE3 (Slc9a3r2)	No	Prox Tub, Lp Hnle	No sex difference	-	-
Liver-type FABP (Fabp1)	No	Dist Tub	No sex difference	-	-
CYR-61 (Cyr-61)	No	Prox Tub	No sex difference	-	-
Heart-type FABP (Fabp3)	No	Dist Tub	No sex difference	-	-
NAG (Hexb)	No	Prox Tub	No sex difference	-	-
Netrin-1 (Ntn1)	No	Prox Tub	No sex difference	-	-

*Prox Tub* proximal tubules, *Dist Tub* distal tubules, *Lp Hnle* loop of Henle.

^a^Biomarkers are referenced by their most common referenced human gene name followed by the official rat gene symbol in parentheses.

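Of the other genes of Table 1, Slc9a3r2 (named Nherf2 in the annotation) fell by 1.08 on the log2 scale in females from 2 weeks to the mean of 8, 15 and 21 weeks (standard error 0.17, adjusted p = 5.4e-06 from limma). Gsta2, Hgf, Fabp3, Cyr61 and Fabp1 did not meet the criteria for these ages, nor did any of the 8 genes given here for 21 to 104 weeks or for 8 against 21 weeks. The probe used for Gstp1 rose by 0.55 (standard error 0.16, adjusted p = 0.0086), and this is a lower limit: it was saturated on 2, 2 and 3 of 5 arrays at 8, 15 and 21 weeks and on 0 at 2 weeks. The other probe of Gstp1 rose by 1 (adjusted p = 3.1e-06), which met the criteria. Ntn1 changed by 0.57 (standard error 0.21, adjusted p = 0.039), under the 1.5-fold criterion. The probe used for Gstp1 met it with slide as a fixed block (0.66), with scan date as a block (0.64) and without the array labelled 2 weeks replicate 2 (0.7) or 8 weeks replicate 3 (0.59). Ntn1 met it under quantile normalization (0.77), with scan date as a block (0.66), with the replicate block (0.62) and without 2 weeks replicate 4, 8 weeks replicate 3, 15 weeks replicate 6 or 21 weeks replicate 3 (0.59 to 0.7). Cyr61 (-0.4) met it with slide as a fixed block (-0.59). Hgf, at 0.51 between 8 and 21 weeks, met the criteria with scan date as a block (0.71). The probe used for Gstp1 was saturated on 5 of 5 arrays at 78 weeks and on 4 of 5 at 104 weeks, which limits its comparison of 21 with 104 weeks. Fabp1 varied widely between arrays, with -1.85 ± 3.89 (SD, n = 5) at 104 weeks.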

## Discussion

Whole genome microarray gene expression data provide a broad view of molecular activities in the rat kidney. With an understanding that mRNA expression levels do not necessarily correlate with protein expression levels, the data are interpreted in view of both relative fold-change differences in expression as well as the mean normalized intensity for each gene as a starting point for assessing biological differences. Genes with higher mean expression will provide more robust and reliable fold-change estimates than weakly expressed transcripts. It is understood that stressor-induced responses in gene expression may exhibit different characteristics than basal level gene expression with respect to the degree of sex differences observed. Furthermore, genes showing similar basal expression between sexes may exhibit substantial sex differences in response to stressors. Three-dimensional principal component analysis provides a global view of the relative impact of sex differences on the variability of gene expression during the rat life cycle. Even though PC3 accounts for less than 11% of the variability of the differentially expressed genes, sex differences are clearly evident between 8 and 21 weeks of age (Figure 1B). The rank ordering of the loading values for the principal components provides a starting point in assessing which genes are most responsible for the differences between sexes and organizes the genes into male- and female-biased gene lists. For example, *Adh6* exhibits the largest influence on sex differences for female-biased expression with an expression level of more than 250-fold greater in females than in males. *Adh6* metabolizes a variety of substrates including ethanol, retinol, hydroxysteroids, and lipid peroxidation products. *Adh6*’s dramatic sex-specific expression in the kidney has not been previously reported, and its physiological relevance is not clear.

The number of genes exhibiting sex-biased expression varies across the eight ages with the exception of 5- and 78-week-old rats, when there is a substantial decrease (Figure 2A). Two-week animals exhibit a considerable number of sex-biased genes, given the general lack of sex-hormone control. The notable drop in sex-biased genes at 5 weeks of age may be a function of decreased sex-specific signaling during the perinatal stage, shortly after 2 weeks, and just prior to pubertal surges in steroid hormones at 6 weeks which produce sexually mature rats by 8 weeks of age [22]. This is consistent with the rapid increase in sex-specific genes observed at 6 and 8 weeks of age. Prior to 104 weeks of age, there are approximately equal numbers of male-biased and female-biased genes at each age. The increase in the number of genes whose expression is male-biased and the decrease in the number of genes whose expression is female-biased at 104 weeks appear to be explained by male-specific renal fibrosis, inflammation, and immune cell infiltration [14]. Immune response genes (*Tgfb1*, *Il-18*, *Il-1b*, *Il-22*, *Il-9r*, and *Il-2rg*;) show male-biased, old-age-dependent increases in expression at 78 and 104 weeks of age. 

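Of these genes, no probe could be named for Il22 and Il2rg. In females, Tgfb1 (probe A_42_P522899, chromosome 1 of GRCr8 from 90324312 to 90340627) had a log2 level of -2.6 ± 0.34 (SD, n = 5) at 21 weeks, -2.53 ± 0.27 at 78 weeks and -2.08 ± 0.32 at 104 weeks. The change from 21 to 104 weeks was 0.52 (standard error 0.17, adjusted p = 0.17 from limma). Il18 (probe A_44_P161233) had -0.08 ± 0.51, 0.37 ± 0.43 and 0.27 ± 0.4 at these ages, a change of 0.35 to 104 weeks (standard error 0.25, adjusted p = 0.93). Il1b (probe A_43_P14911) had -0.2 ± 0.28, -0.07 ± 0.27 and -0.2 ± 0.26, a change of 0 (standard error 0.17), and its other probe differed by -0.06. Il9r (probe A_44_P273859) was above background on 2 of 5 arrays at each of the 3 ages, and its change was 0.01 (standard error 0.32). None of the 4 genes met the criteria between 21 and 104 weeks in females under any alternative. A list of mononuclear cell genes, of which 21 are on the array, did rise over the same ages. Of these, 20 were higher and 1 lower at 104 weeks, with a median of 0.79 (limma's fry over 16 list comparisons, two-sided, adjusted p = 4.2e-05). The paper proposes that the shift toward male-biased genes at 104 weeks appears to stem from fibrosis, inflammation and infiltrating immune cells in males. It cites earlier work for this and names these genes beside it. Its own evidence also includes immune pathways among the male-biased genes at 104 weeks. By histology, it reports higher scores for mononuclear cell infiltration and fibrosis in males at 78 and 104 weeks.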

Histopathological evaluation of the 78- and 104-week kidney sections confirmed the male-biased presence of infiltrating mononuclear cells, indicative of immune cell activity. The higher level expression of these genes in males compared to females may be responsible for the finding that females show protection against age-related fibrosis and inflammation [4].

Venn analysis, using the intersection of age-specific sex differences, follows a consensus approach to minimize false positives of genes truly exhibiting sex differences at multiple consecutive age groups. However, this approach does remove genes that would be *bona fide* sex-biased only transiently at single age groups. Of the 69 common female-biased genes from the 8- to 21-week age groups, the top represented canonical pathway was the bupropion degradation pathway that contains key enzymes cytochrome P450 4B1 and 4F8 which, respectively, exhibit greater than 8- and 16-fold increased expression in female versus male rats. 

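In females, Cyp4b1 (probe A_44_P360486, chromosome 5 of GRCr8 from 134375807 to 134413635) had a log2 level of -0.17 ± 0.54 (SD, n = 5) at 2 weeks and 1.51 ± 0.48, 1.95 ± 0.29 and 2.18 ± 0.17 at 8, 15 and 21 weeks. The change was 2.05 (standard error 0.27, adjusted p = 2.1e-07 from limma), with no overlap between the arrays. The other member of the family in Table SC is Cyp4f4 (probe A_42_P675879, chromosome 7 from 12367711 to 12384010), and whether it is the gene the paper names 4F8 was not settled. It had -3.36 ± 0.25, -2.29 ± 0.57 and -2.02 ± 0.49 at 8, 15 and 21 weeks, 3.9 above 2 weeks (standard error 0.3, adjusted p = 1e-12), where it was above background on 3 of 5 arrays. Under the normexp correction that rise was 1.24 and short of the criteria.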

Phase 1 metabolizing enzyme Cytochrome P450 1A1 also showed female-biased expression (6.7-fold F > M) at 8–21 weeks of age, suggesting potential sex differences in metabolism of polycyclic aromatic hydrocarbons. Also represented between 8 and 21 weeks were three UDP-glucuronosyltransferase family members (*Ugt2b17*, *Ugt2b4*, and *Ugt2b7*) which are phase 2 conjugating enzymes with roles in metabolizing steroid hormones (estrogen metabolites) and drugs or xenobiotics. 

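In females, the probe that the paper lists as Ugt2b17 (A_44_P247784, whose transcript the annotation assigns to Ugt2b15, chromosome 14 of GRCr8 from 21122866 to 21138450) rose by 7.19 on the log2 scale from 2 weeks to the mean of 8, 15 and 21 weeks (standard error 0.2, adjusted p = 3.1e-25 from limma). Ugt2b4 (A_44_P236068, assigned to Ugt2b35, from 21208389 to 21245893) rose by 6.73 (standard error 0.13, adjusted p = 2e-30), from -0.61 ± 0.43 at 2 weeks to 6.13 ± 0.29 at 8 weeks (SD, n = 5). Since it was saturated on 3 of 5 arrays at 8 weeks and on 1 each at 15 and 21 weeks, that rise is a lower limit. Ugt2b7 (A_44_P318323, from 21251535 to 21274451) rose by 3.58 (standard error 0.26, adjusted p = 2e-13), which under the normexp correction was 0.95 and short of the criteria. None of the 3 genes met the criteria between 21 and 104 weeks.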

Notably, *Ugt2b7* is responsible for the metabolism of morphine into an inactive form. The expression of aldo-keto reductase family 1, member C1, which catalyzes the conversion of progesterone into its inactive form 20-alpha-hydroxy-progesteronem, was also found to be female-biased. 

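Akr1c1 (probe A_43_P17435, chromosome 17 of GRCr8 from 70720397 to 70747285) had a log2 level in females of 1.83 ± 0.79 (SD, n = 5) at 2 weeks and 6.14 ± 0.28, 5.92 ± 0.26 and 6.28 ± 0.27 at 8, 15 and 21 weeks. The change was 4.29 (standard error 0.19, adjusted p = 5.7e-19 from limma). It was saturated on 2 of 5 arrays at 8 weeks and on 1 at 15 weeks, so that these levels and the change of 4.29 are lower limits.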

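Kng2 (probe A_44_P151156, chromosome 11 of GRCr8 from 91418470 to 91440841) had a log2 level in females of -0.58 ± 0.49 (SD, n = 5) at 2 weeks, 0.96 ± 0.31 at 8 weeks, 0.13 ± 0.24 at 15 weeks and -0.11 ± 0.16 at 21 weeks. The change from 2 weeks to the mean of the latter ages was 0.91 (standard error 0.35, adjusted p = 0.044 from limma), with an overlap between the arrays. This call is not firm: it was lost under 4 of the alternatives (no background correction, the normexp correction, slide as a fixed block and the replicate block) and without any one of 12 arrays of 2, 8, 15 and 21 weeks, with an adjusted p of up to 0.2 without the array labelled 2 weeks replicate 2.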

Bradykinin/kallidin pathway component *Kng2* (kininogen 2, kallidin, des-Arg10-kallidin, bradykinin) integrates with the Ras (rat sarcoma gene family) pathway in modulating normal renal function and showed 9-fold higher expression in females than males. Putative sex hormone regulation of kallikrein-related gene expression may be linked to the human pancreatic/renal kallikrein gene having potential estrogen and progesterone receptor binding sites and higher urinary kallikrein excretion in women; renal kallikrein and kallikrein mRNA levels are lowered after ovariectomy in rats [23]. 

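Among the genes Apoh, Esr1, F2, Prlr, Kifc1, Rasl12 and Gstm5, F2 alone rose in females from 2 weeks to the mean of 8, 15 and 21 weeks, by 1.04 on the log2 scale (standard error 0.16, adjusted p = 3.4e-06 from limma). Esr1 (probe A_44_P401615, chromosome 1 of GRCr8 from 43511685 to 43904454) had levels of -4.98 ± 0.28, -4.97 ± 0.25 and -5.02 ± 0.17 (SD, n = 5 each) at 8, 15 and 21 weeks and of -4.35 ± 0.11 at 2 weeks. It fell by 0.64 (standard error 0.14, adjusted p = 0.00055), and this met the criteria in the values used here but not under quantile normalization (-0.49), without background correction (-0.31) or under the normexp correction (-0.26). Prlr fell by 1.41 (standard error 0.16), Gstm5 fell by 1.23 (standard error 0.12), Kifc1 fell by 0.99 (standard error 0.15) and Rasl12 fell by 0.88 (standard error 0.13), with adjusted p of at most 1.3e-06 and no overlap between the arrays. Apoh fell by 1.04 (standard error 0.38, adjusted p = 0.033), a call that was lost under quantile normalization, under the normexp correction and without any one of the arrays of 2 weeks labelled replicates 3 to 6. Apoh rose from 21 to 104 weeks by 2.67 (standard error 0.46, adjusted p = 0.00055), which with slide as a fixed block had an adjusted p of 0.063.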

The 45 common, male-biased genes were most represented by reproductive system disease-related genes (*Apoh, Esr1, F2, Prlr, Abcg2, Kifc1, Rasl12, Gstm5*), with estrogen receptor alpha being expressed >3-fold higher in males than females between 8 and 21 weeks of age. 

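The genes Hsd3b1, Hsd3b2 and Hsd17b1 did not meet the criteria in females for the change from 2 weeks to the mean of 8, 15 and 21 weeks, which was -0.21 (standard error 0.26), -0.2 (standard error 0.2) and -0.23 (standard error 0.15) on the log2 scale. Hsd3b1 (probe A_44_P386163) and Hsd3b2 (probe A_44_P533955) lay near background, with -5.7 ± 0.25 and -5.5 ± 0.13 (SD, n = 5) at 8 weeks. Hsd17b1 (probe A_42_P518033) had 1.37 ± 0.13, 1.27 ± 0.09 and 1.29 ± 0.2 at 8, 15 and 21 weeks.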

Steroid hormone metabolism enzymes 3-beta-hydroxysteroid dehydrogenase 1 and 2 and estradiol-17-beta dehydrogenase 1 all exhibited male-biased expression, consistent with their roles in maintaining steroid levels in a sex-specific manner.

Of the 74 cytochrome P450 enzymes present on the Agilent rat microarray, 24 of them (32%) exhibit some level of sex bias in expression, suggesting important differences that may underlie drug-induced susceptibilities. For instance, *Cyp2c11* shows a >250-fold higher expression in males compared to females, suggesting sex-dependent susceptibility to certain drug or xenobiotic substrates of Cyp2c11. For example, limonene is a substrate for Cyp2c11 [24] and has been shown to be a kidney carcinogen in the male rat, but not in the female rat [25]. Cyp2c11 is involved in the testosterone metabolism pathway (formation of 2a- and 16a-hydroxytestosterone) and is inhibited by Bisphenol A (BPA) in rat liver [26]. Despite the relatively high dose of BPA used to elicit this effect *in vitro*, the sexually dimorphic expression of Cyp2c11 may be important in mediating the potential endocrine-disrupting health effects of BPA.

The effects of xenobiotic and drug exposures on the handling of renal and extra-renal metabolites and their transport contribute to the major reasons for kidney toxicity. Tissue or cellular levels of the molecular transporters that mediate the selective filtering of these molecules are linked to the kidney’s role in retaining or excreting these metabolites. A recent review [27] lists six (five uptake and one efflux) important kidney transporters which have been reported to exhibit sex differences in expression in the rat kidney. Four of these six exhibited matched, sex-biased expression at the mRNA level in the current dataset including *Slco1a1*(OATP1A1), Slc22a7(OAT2), Slc22a2(OCT2), and Abcg2(BCRP). 

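Apart from Slco1a1, and from Slc22a7 for which no probe could be named, Slc22a2 (probe A_44_P266976, chromosome 1 of GRCr8 from 50668817 to 50711019) had a log2 level in females of 0.52 ± 0.32, 0.5 ± 0.33 and 0.73 ± 0.33 (SD, n = 5 each) at 8, 15 and 21 weeks. This was 0.91 above 2 weeks (standard error 0.28, adjusted p = 0.012 from limma), with no overlap between the arrays, and under the normexp correction the adjusted p was 0.07. Abcg2 (probe A_44_P402464, chromosome 4 from 89006056 to 89132915) had 2.72 ± 0.26, 2.82 ± 0.15 and 2.79 ± 0.14 at these ages. Its change of 0.53 (standard error 0.14, adjusted p = 0.0025) was under the 1.5-fold criterion, and it met this without the array labelled 2 weeks replicate 3 (0.62) or 2 weeks replicate 4 (0.64).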

The two proximal tubule apical uptake transporters Slco1a1 and Slc22a7 [27] showed opposite sex-biased gene expression. Slco1a1 exhibited >500-fold, male-biased expression between 6 and 21 weeks, while Slc22a7 shows up to 17-fold, female-biased expression at the same ages (Figure 5). These two transporters are responsible for the handling of a significant proportion of prescribed drugs [1]. However, an additional eight multidrug resistance-related transporters were also shown to exhibit sex biases in expression, including Abcb1b (Figure 5), Abcc8, Slc22a3, Slc21a4, Slco1a5, Slco1a6, and Slco1c1. 

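In females, Abcc8 (probe A_43_P11674) had log2 levels of -4.42 ± 0.06, -4.54 ± 0.46 and -4.37 ± 0.41 (SD, n = 5 each) at 8, 15 and 21 weeks. It fell by 1.34 from 2 weeks to the mean of these ages (standard error 0.23, adjusted p = 2e-05 from limma), and under the normexp correction this was -0.6 and short of the criteria. Slc22a3 (probe A_44_P1015754) had -3.2 ± 0.44, -3.85 ± 0.89 and -3.01 ± 0.61. Its change of 0.8 (standard error 0.3, adjusted p = 0.039) was lost under 6 alternatives and without any one of 11 arrays of 2, 8, 15 and 21 weeks, with adjusted p of 0.052 to 0.97 over all of these. Between 21 and 104 weeks, Slc22a3 fell by 2.14 (standard error 0.36, adjusted p = 0.00046), a call lost under the normexp correction and with slide as a fixed block. Slco1c1 (probe A_44_P1029032) was above background on no array of 8, 15 or 21 weeks and on 2 of 5 arrays of 2 weeks, and no fold change is given for it.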

Slco1a5 and Slco1a6 are rodent-specific organic anion transporters that show a fourfold or twofold male-biased expression difference, respectively, between 8 and 21 weeks of age, which may limit or complicate the translation to clinical relevance. However, the extrapolation of the sex-biased expression of Slc21a4 to humans may be more promising. 

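In females, Slco1a5 (probe A_44_P113879, chromosome 4 of GRCr8 from 176903387 to 176985589) had log2 levels of -0.97 ± 0.11, -0.63 ± 0.25 and -0.86 ± 0.16 (SD, n = 5 each) at 8, 15 and 21 weeks. Its rise over 2 weeks was 0.67 (standard error 0.17, adjusted p = 0.0017 from limma), and under the normexp correction it was 0.5 and short of the criteria. Slco1a6 (probe A_44_P320677, from 176803025 to 176848311) had 1.57 ± 0.2, 1.93 ± 0.36 and 1.66 ± 0.22, a rise of 0.73 (standard error 0.18, adjusted p = 0.0022).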

Slc21a4(OAT-K1) is a kidney-specific organic anion transporter that facilitates the basolateral uptake and clearance of methotrexate, a drug prescribed for autoimmune diseases as well as cancer chemotherapy. 

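Slc21a4 (probe A_42_P709191, whose transcript the annotation assigns to Slco1a3, chromosome 4 of GRCr8 from 176706205 to 176749723) had a log2 level in females of 3.05 ± 0.42 (SD, n = 5) at 2 weeks and of 3.07 ± 0.21, 3.35 ± 0.32 and 3.33 ± 0.2 at 8, 15 and 21 weeks. The change of 0.2 (standard error 0.18, adjusted p = 0.43 from limma) did not meet the criteria.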

Our data show that Slc21a4 exhibits male-biased expression (around twofold) between 8 and 21 weeks of age. This sex-biased expression pattern may provide explanation for clinical observations of sex-dependent pharmacokinetics of methotrexate in CNS-lymphoma patients [28]. In the clinic, females show significantly decreased clearance of methotrexate compared to males, which is consistent with lower expression of this transporter in female rats. The functional impact of mRNA expression differences between males and females requires further investigation for genes encoding these important transporters. However, our data present several novel genes exhibiting sex-biased expression in the kidney for further evaluation of functional differences between males and females.

Sex differences in rat life cycle liver gene expression have been previously published [19]. Identifying sex differences between liver and kidney is of interest to evaluate sex bias in drug metabolism and excretion. A tissue comparison of sex-biased gene expression was performed to identify such tissue-conserved sex differences. The previously published liver data was re-analyzed using the same criteria (pairwise *t* test, FDR 5%, and 1.5-fold change) for differential expression as the current kidney data. This analysis resulted in a total of 1,125 liver genes showing sex-biased expression at one or more ages compared to the 841 sex-biased kidney genes. There were 153 genes in common between the two tissues (Additional file 5: Table SD). To evaluate if sex bias in gene expression was present at the same ages in each tissue, a comparison was performed at each age (Figure 7). As 8, 15, and 21 weeks exhibited the highest numbers of tissue-conserved, sex-biased genes, a comparison of the three ages was performed revealing ten genes in common between the three ages. These ten genes are: *Adh6*, *Akr1b7*, *Dhrs7*, *LOC690226*, *Odf3b*, *Prlr*, *Scml4*, *Tmed3*, *Trim24*, and *Ust5r*. It is interesting to note that *LOC690226* is currently annotated as “similar to *Dhrs7*” but is located at a unique locus on the same chromosome (Chromosome 6) as *Dhrs7*. 

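Apart from Adh6, Akr1b7, Dhrs7 and Prlr, Scml4 (probe A_42_P734395) rose by 2.54 on the log2 scale in females from 2 weeks to the mean of 8, 15 and 21 weeks (standard error 0.14, adjusted p = 2.7e-16 from limma) and Odf3b (probe A_44_P361465) rose by 1.01 (standard error 0.14, adjusted p = 4.1e-07). Under the normexp correction Odf3b changed by 0.41 and fell short of the criteria. Ust5r (probe A_44_P228859) fell by 0.96 (standard error 0.11, adjusted p = 5.9e-09). Tmed3 changed by 0.58 (standard error 0.09, adjusted p = 2.5e-06), which is under the 1.5-fold criterion, and met it with slide as a random block (0.6), with slide as a fixed block (0.61) and without 2 weeks replicate 3, 2 weeks replicate 6 or 8 weeks replicate 3 (0.59 to 0.61). Trim24 changed by 0.45 (standard error 0.12). LOC690226 (probe A_44_P267628) had levels of -3.55 ± 0.76, -3.95 ± 0.72 and -3.94 ± 1.09 (SD, n = 5 each) at 8, 15 and 21 weeks. Its change of 0.92 (standard error 0.43, adjusted p = 0.1) met the criteria only without the 2 arrays with Y-linked signal (adjusted p = 0.041).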

All genes exhibited the same sex bias between liver and kidney except Prlr. In the kidney, Prlr shows male-biased expression, whereas in the liver, Prlr shows female-biased expression. It is unclear what influence these tissue-conserved, sex-biased gene expression differences may have on sex-specific susceptibility to adverse health effects or diseases. One previously published report [29] compared sex-biased expression of drug metabolism-related genes between liver and kidney in rats of 8 weeks of age. Only six genes (*Cyp2c6*, *Cyp2c11*, *Cyp2c12*, *Ugt1a8*, *Ugt1a9*, and *Ahr*) were reported as having conserved sex-biased expression between liver and kidney. Of these six genes, only *Cyp2c11* was in common with the tissue-conserved, sex-biased genes identified in the rat life cycle studies. *Cyp2c11* exhibits male-biased expression during middle ages in both liver and kidney which has been well characterized [30].

**Figure 7:**
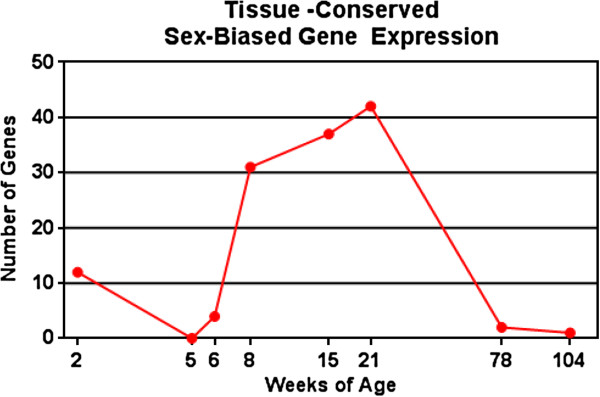
**Comparison of sex-biased genes between kidney and liver.** The number of sex-biased genes was calculated at each age group for the kidney and compared to previously published data in the liver [19]. The number of sex-biased genes common between kidney and liver is displayed for each age group. A list of the 153 sex-biased genes common to both tissues is available in Additional file 5: Table SD.

The qualification of renal urinary proteins as preclinical biomarkers of acute kidney injury has proceeded mostly in the absence of female data [17]. Thus, the analysis of potential sex-specific differences in biomarker behavior or performance will benefit their use and application. As previously reported, the age-specific nephrotoxicity observed after cisplatin and gentamicin treatment in male animals [31] correlated well with Havcr1(KIM-1) expression levels in the kidney [19]; increasing levels of nephrotoxicity correlated with increasing mRNA expression of KIM-1, depending on the animal age. The performance of KIM-1 as a biomarker of such nephrotoxicity for female animals might require further investigation because mRNA expression of KIM-1 in female animals at 8 weeks shows >23-fold sex difference (F > M) (Figure 6; Table 1). The finding of a large sex bias in the expression of the *KIM-1* gene (23-fold higher in females than in males) cautions against direct extrapolation of the male preclinical biomarker qualification data to females. The genes coding for the qualified renal injury biomarkers Tff3 and Spp1 also exhibited sex-biased expression (9.7- and 2.7-fold sex bias, respectively; Figure 6, Table 1) at 8 to 21 weeks of age, the ages most commonly used for in-life toxicology studies. These data provide comprehensive life cycle coverage of sex-specific mRNA expression levels not previously reported, which should provide sufficient evidence for the investigation of further sex-specific functional differences in kidney urinary protein biomarker performance as well as the enzymes and molecular transporters implicated in acute kidney injury and chronic kidney disease.

## Conclusions

These data provide evidence of sex-related differences in the expression of genes in the kidney of rats over the life cycle, from 2 weeks of age to 2 years of age. Many of the genes showing sex-biased gene expression may impact gene networks crucial to biological pathways, such as xenobiotic metabolism (*Cyp* enzymes and drug transporters), inflammation, and fibrosis that may underlie sex-related susceptibilities. Gene-based biomarkers are being evaluated and qualified for preclinical testing because early diagnosis of drug-induced kidney injury is a key consideration for pharmaceutical safety and decision-making. Currently, proteins encoded by six genes (*KIM-1*, *Clu*, *Tff3*, *Spp1*, *Lcn2*, and *Gsta2*) have been qualified by the FDA for use as urinary biomarkers of kidney injury, and additional markers (Table 1) continue to be evaluated. We describe dramatic sex differences in the expression of genes encoding these renal urinary biomarkers during the life cycle, and consideration of these data should provide a stronger basis for evaluating all renal biomarkers being proposed. Together, these sex-related changes in kidney gene expression during the rat life cycle expand current understanding of kidney function and inform the use of current and proposed safety biomarkers.

## Abbreviations

Cyp: Cytochrome P450; DEGs: Differentially expressed genes; F344: Fischer 344; FDA: Food and drug administration; IPA: Ingenuity pathway analysis; NCBI: National center for biotechnology information; PCA: Principal component analysis; PC: Principal component; RIN: RNA integrity number; URR: Universal reference RNA.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JCK carried out the microarray experiments, data processing, and pathway analysis, and drafted the manuscript. VGD participated in the study’s conception and in the design and coordination of the in-life study. VV performed annotation update for gene expression data. CLM participated in the in-life study and RNA isolation. JCF conceived the study, participated in its design and coordination, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table SA1 Complete gene expression dataset Part1. Complete dataset with annotations, fold changes, and statistical values. Click here for file

Additional file 2: Table SA2 Complete gene expression dataset Part2. Complete dataset with annotations, fold changes, and statistical values Click here for file

Additional file 3: Table SB 130 sex-biased genes at 2 weeks. List of sex-biased genes at 2 weeks. Click here for file

Additional file 4: Table SC Venn analysis of 8, 15, and 21 weeks. Click here for file

Additional file 5: Table SD 153 sex-biased genes common to kidney and liver. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

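Kidney RNA from 40 F344 rats labelled female was measured on Agilent whole genome rat arrays in 1 color, 1 array per animal, with 5 animals at each of 8 ages between 2 and 104 weeks. The arrays of the males were not analyzed here. According to the headers of the scanner output, the authors' image software had extracted the intensities, subtracted the background of each spot and written, for each of 45018 spots, a processed intensity together with marks for outlier spots, saturation and signal well above background. As deposited, these processed intensities are in arbitrary scanner units and were not scaled between arrays. The authors' table of normalized values was checked against them: on each array, 100% of the spots equal the processed intensity times 1 factor of that array, within 1%. The factor lay between 0.819 and 2.94.

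The main values were computed from the processed intensities. The 1639 control spots were left out, and the log2 intensity of each of the other 43379 spots was reduced by that of the array's 75th percentile of non-control spots. The methods scale to the 75th percentile without background subtraction, whereas these intensities had the background subtracted, and median intensities without background correction are an alternative. Spots with an outlier mark were set to missing. The 41012 probes, 40749 with 1 spot and 263 with 10, were averaged over spots. Genes were named by the probe numbers in the paper's supplementary tables, or, for 20378 probes with a RefSeq accession, by the rat annotation of GRCr8, where 15184 accessions gave 12206 genes. The tables SA1 and SA2 were used in part, with 1304 and 1292 entries, and only for names. No probe could be named for Kdm5d, Uty, Usp9y, Zfy, Sry, Xist, Il22, Il2rg, Slc22a7 and Col24a1.

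The 75th percentile of the processed intensities was between 352.6 and 1286 over the arrays (median 768.25), and 67.7% to 82.3% of the spots (median 71.95%) were well above background. Between 99 and 540 spots per array were saturated (median 231), and 174 to 1205 had an outlier mark. A level near background is limited by the background estimate. Where no array of an age had a gene well above background, its levels were raised to the lowest level that counted as such on each array, and the fold change is given as at least that value. Where neither of the ages compared was above background, no fold change is given.

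Age was the only factor in a linear model fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading. The F-test over 8 ages and the comparisons of 5 with 2 weeks, 8 with 5 weeks, 104 with 21 weeks, 8 with 21 weeks and the mean of 8, 15 and 21 weeks with 2 weeks share 1 estimate of the spread from all 40 arrays. Tests are two-sided. A probe counted as differentially expressed at a false discovery rate of 5% by the method of Benjamini and Hochberg and a fold change above 1.5, for the F-test between the highest and the lowest age mean. The model was written out with limma's estimate of the moderated spread and tested on simulated data with the mean and the spread of each probe, in which 200 probes were changed by 1 to 2 on the log2 scale at 1 age. For the first 3 comparisons, 67.5%, 68% and 79% of these were recovered, with 6, 6 and 14 false calls, and limma's own fit made as many calls (141, 142 and 172). Principal components were computed from centered values of the age-related probes. Gene lists were tested with limma's fry and adjusted over 16 list comparisons, with camera as the alternative. Correlations between samples were tested by 100000 permutations. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

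The comparisons, the lists of mononuclear cell, fibrosis, proliferation, housekeeping and tubular injury genes, the rule for the genes named and most alternatives were chosen before the data were examined. The genes named are every gene the paper names whose probe is on the array, and for each of 3 comparisons the 3 probes with the largest rise and the 3 with the largest fall among those with a symbol that met the criteria, were above background on every array of at least 1 of the ages and did not overlap between the ages. For a gene with several probes, the probe the paper lists was used, and otherwise the probe with the highest mean log2 level over the 40 arrays (Tff3, Ahsg, Gstp1, Fabp1, Cyr61 and Kng2, with 2 probes each). The result for 1 gene is not reported here. Chosen after seeing the data were the lists of liver, adrenal and fat cell genes and of the clock, the steps between consecutive ages, and 3 alternatives (the normexp correction of median intensities, slide as a fixed block, and only spots marked themselves set to missing).

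The other alternatives were median intensities without background correction, quantile normalization, the authors' normalized values, only probes above background on every array of an age, marked spots kept, slide, scan date or replicate number as a block (slide as a random block with statmod 1.5.0), the methods' t-test and the methods' analysis of variance without moderation, only the ages compared, other fold-change criteria, other probes or scaling for the principal components, camera for the lists, the arrays without the 2 with Y-linked signal, and each array left out in turn. The labels were checked with the Y-linked genes Ddx3y and Eif2s3y, and no array was moved or left out of the main values for it. The copy of Table SC used here holds 1 gene less in each list than the paper counts, so only medians are given for these genes and no list test was run. Pathway analyses and histology were not analyzed here.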

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

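Of the tests in this part, the first count of arrays with Y-linked signal and the test for a damaged region with lower spots were set beforehand. The test of liver genes against Ahsg, with its list written before the other liver genes were looked at, and the tests of higher spots in a region, of the separate Y-positive arrays, of 15 weeks, of liver proportions and of scan dates were chosen only after the result was seen.

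Table SD lists no sex difference of Eif2s3y at 5, 6 and 15 weeks, and a mislabelled sample at these ages would leave Ddx3y and Eif2s3y above background on arrays labelled female. Both were above background on 2 arrays, a signal that the paper does not report: 5 weeks replicate 1 and 6 weeks replicate 4. At 15 weeks the number of such arrays was 0, so a mislabelled array among those labelled female does not explain the absence of Eif2s3y from Table SD at that age. The arrays of the males were not analyzed here, so a mislabelled array among them stays open. On the array labelled 5 weeks replicate 1, 13 of 42 male-biased genes of Table SD were over 4-fold higher than the mean of the other 4 arrays of 5 weeks, and 9 of 31 female-biased genes were over 2-fold lower. On the 38 arrays without the Y-linked signal, these counts were 0 to 4 and 0 to 3. The median deviation of the male-biased genes was 1.51, against -0.37 to 0.26 on those arrays. A candidate explanation is that this array holds RNA of a male kidney. Its nearest age over 28837 probes was 21 weeks (distance 0.746) rather than 5 weeks (0.819), but only 25 of 40 arrays were nearest to their own age, so this does not settle its age. The thresholds of these counts were chosen after the values had been seen, and both arrays were kept under their labels.

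On the array labelled 6 weeks replicate 4, 6 of the 39 male-biased genes measured were over 4-fold higher than on the other arrays of 6 weeks, with a median deviation of 0.3. Only 3 of 30 female-biased genes were over 2-fold lower, a number that other arrays reach as well, which argues against a male kidney alone under a wrong label. The excess of 5 male-specific genes over the other arrays of the age was 6.8% to 18.1% of that on the array labelled 5 weeks replicate 1 (Eif2s3y 15.9%, Ddx3y 18.1%, Cyp2c11 8.6%, Slco1a1 6.8%, Dhrs7 11.2%). RNA of a male kidney mixed into the sample may explain this, which the count of 6 genes leaves open. The design gives no biological explanation for Y-linked signal in females, and none was tested.

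Single arrays lay apart from the other 4 of their age, by Dixon's criterion for 5 values (0.71), in 26 of 184 groups examined (23 measures at 8 ages), besides the Y-linked genes. Chance marks about 1 in 20 groups, or about 9 of these, and the measures are not independent of each other. At 5 weeks, the array labelled replicate 1 was apart in 10 of these measures. Its PC1 score was 17.1 (the others -26.1 to -20.4) and its median correlation with the others 0.97. Slco1a1 had 4.85, Cyp2c11 2.62, Dhrs7 2.83, Gstm1 1.88 (the others 0.98 to 1.19) and Tff3 6.94 (4.05 to 4.88). Cyp1a1 had -3.31 (-1.28 to -0.7), Adh6 -3.82 (-0.02 to 0.47) and Akr1b7 -7.1 (-5.71 to -5.38). The 13 male-biased genes over 4-fold higher on this array make male RNA a candidate explanation for those among these genes that differ between the sexes, and for the rest no test was made.

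At 6 weeks, the array labelled replicate 4 had a median correlation of 0.97 with the others and 3.51 for Adh6 (the others 4.3 to 4.57). At 2 weeks, replicate 2 had a median correlation of 0.96 (the others 0.99), a mean of -1.9 for the mononuclear cell genes (-1.51 to -1.45), 4.04 for Adh6 (3.61 to 3.66) and 5.81 for Spp1 (5.3 to 5.43). At 78 weeks, replicate 5 had a mean of 0.95 for the injury genes (0.71 to 0.76 on the others). These 3 arrays differed over 2-fold from the mean of their age in 14.9%, 16.8% and 12.6% of 27127 bright probes. Their deviations correlated with each other across probes, which are not independent replicates (0.47, 0.58 and 0.63). Between other pairs of arrays of different ages the median was 0, but the highest was 0.8, so such values are not special to these 3 arrays. A damaged region of the array was tested on 6 weeks replicate 4: the share of spots over 2-fold lower had a median of 4.1% over 48 regions (2.3% to 10.6%), and the share over 2-fold higher a median of 10.1% (6.9% to 13.6%). The other arrays of 6 weeks had at most 3.1% and 1.3%, values exceeded in 46 and in all 48 regions, which argues against a single region. A difference between scan dates was tested as well: 2 of the 3 arrays shared a date with 10 others, whose deviations correlated with theirs by a median of -0.07 (-0.21 to 0.4), which argues against the date as the cause for these 2. The array labelled 6 weeks replicate 4 was scanned alone on another date, so the date could not be tested for it and stays open there. What stays open is a difference in the handling of these RNA samples, which was not tested, or a difference between the animals.

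The level of Ahsg lay apart on 3 arrays: -5.83 at 8 weeks on replicate 6 (the others -3.91 to -3.29), -3.22 at 21 weeks on replicate 5 (-8.16 to -6.86) and -2.41 at 78 weeks on replicate 8 (-8.81 to -8.02). Over the 40 arrays, as deviations from the age means, Ahsg followed the mean of 18 liver genes, with Pearson's r of 0.88 and Spearman's rho of 0.91 (permutation p = 1e-05 for both, the smallest that the permutations can give, 1 of 4 such relations) and with r of 0.84 without the 2 arrays farthest from the median. Of the 18 genes, 12 correlated with Ahsg above 0.5 and 9 were above background on all arrays. Of these 9, 5 follow Ahsg (Alb, Hp, Itih3, Hpx and Vtn, r from 0.56 to 0.92), so signal on all arrays may come from the kidney or from traces of liver RNA on every array, which no test separates. The proportions of the genes differ between arrays: relative to 104 weeks replicate 1, the excess on replicate 3 was 2.11% for Apoa2 and 71.7% for Ahsg (12 genes, median 11.9%), a ratio of 34. Liver RNA with 1 fixed profile would give similar shares, but the liver profiles of the 2 animals were not measured, so this does not decide whether liver RNA is the whole cause. Liver RNA stays open, as do expression in the kidney that varies between animals and the effect of age.

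For the other single arrays no explanation was tested, and these 6 are no more than chance would mark. They are a PC2 score of -17.9 at 15 weeks (replicate 5, the others -3.8 to -0.3) and a mean of 0.24 for the mononuclear cell genes at 78 weeks (replicate 1, -0.31 to -0.26). Cyp1a1 had 0.62 at 78 weeks (replicate 3, -0.6 to -0.3) and Gstm1 0.87 at 21 weeks (replicate 1, 0.33 to 0.48). Akr1b7 had -1.07 at 21 weeks (replicate 1, 2.17 to 2.48) and -0.88 at 104 weeks (replicate 1, -3.85 to -3).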

How the results depend on the processing

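Chosen only after the result was seen were 3 of the alternatives: the normexp background correction of median intensities, slide as a fixed block and the setting that keeps spots with a marked background. The normexp correction of mean intensities that had been set beforehand was not run, because the scanner output gives no mean intensity.

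No median changed its sign under any alternative. Among the counts, the more frequent direction changed only for 5 against 2 weeks, under normexp (1054 higher and 869 lower, 3050 and 4396 in the main values). Within 1.5 times their counts, or on the same side of their threshold, stayed all results other than those of single genes under quantile normalization, the authors' normalized values, the filter on dim probes, marked spots kept, marked background kept, slide as a random block and replicate number as a block. The same held for the methods' analysis of variance (8895 age-related probes) and for unit variance in the principal components (39.5% for PC1). The exception is the test for a common direction of the 130 genes, with an unadjusted fry p of 0.067 in the main values, 0.026 with slide as a random block and 0.012 with slide as a fixed block. Without 5 weeks replicate 2 (0.042), 5 weeks replicate 3 (0.04), 5 weeks replicate 4 (0.025) or 104 weeks replicate 3 (0.031) it passed 0.05 as well, and it was 0.31 without the 2 arrays with Y-linked signal.

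The normexp correction gave 2414 age-related probes (9135 in the main values), 1923 probes for 5 against 2 weeks (7446), 95 for 8 against 5 weeks (505), 66 for 104 against 21 weeks (654) and 29 of the 130 genes (51). Under it the female-biased genes of Table SC had a median of 0.95 (2.05), the male-biased genes -0.26 (-0.55) and the fibrosis genes 0.18, with the unadjusted p of limma's fry at 0.1 in place of 0.021. Median intensities without background correction gave 4592, 315 and 271 probes for the 3 comparisons, and medians of 1.32 and -0.31 for the genes of Table SC. Both alternatives leave the background in the intensities or add an offset, which shrinks differences of dim probes by construction; beyond that, the cause was not tested. Under the normexp correction the median change of all probes was -0.33 for 8 against 5 weeks and -0.13 for both 5 against 2 and 104 against 21 weeks (-0.04, -0.06 and 0.01 in the main values). The share of higher probes among those called for 104 against 21 weeks was 80.3%, and 69.8% under quantile normalization, 66.4% without background correction and 56.1% under normexp. For 5 against 2 weeks, it was 41%, and 54.8% under normexp, so that which direction is more frequent depends on the correction there.

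Slide as a fixed block gave 3561, 224 and 99 probes for the 3 comparisons, 78 of the 130 genes, a median of 0.24 for the fibrosis genes (unadjusted fry p of 0.092) and 0.06 for the injury genes at 8 weeks (0.31). This block uses only the differences within slides, and 20 slides leave few of them; beyond that, the cause was not tested. The correlation between arrays of a slide was 0.262. Scan date as a block gave 882 probes for 8 against 5 weeks, and the cause was not tested. The methods' t-test gave 4570, 233 and 112 probes, and 7621, 1855 and 1532 at an unadjusted p under 0.05 and more than 1.5-fold. Only the 2 ages compared gave 211 probes for 104 against 21 weeks. Both use fewer arrays for the spread. A fold change above 2 gave 6087 age-related probes and 3991, 333 and 430 for the comparisons, as a stricter criterion must. All bright probes in place of the age-related ones gave 27.5% for PC1 (41.7%), since they include probes that do not vary with age. With an estimated correlation, camera gave an unadjusted p of 0.089 for the fibrosis genes (median 0.18), and the preset correlation gave 0.0023. Without the 2 arrays with Y-linked signal, 822 probes changed from 5 to 8 weeks.

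With each array left out in turn, the age-related probes numbered 7990 to 9593, those of 5 against 2 weeks 5986 to 7952, those of 8 against 5 weeks 391 to 778 (778 without 5 weeks replicate 1) and those of 104 against 21 weeks 404 to 769 (404 without 21 weeks replicate 3). The count of the 130 genes was 42 to 61, the median of the mononuclear cell genes 0.5 to 0.89 (0.5 without 104 weeks replicate 5), that of the injury genes 0.18 to 0.27 and that of the fibrosis genes 0.14 to 0.23. The fibrosis list lost its call without 21 weeks replicate 3 (unadjusted fry p of 0.075), 21 weeks replicate 6 (0.073), 104 weeks replicate 1 (0.052) or 104 weeks replicate 5 (0.065), so it rests on single arrays. The medians for Table SC were 1.88 to 2.09 and -0.58 to -0.52, and the number of arrays with Y-linked signal was 1 to 2, being 1 where either of them is left out.

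For the genes named, 64 of 213 comparisons met the criteria. Over 12 alternatives for processing and test, 2453 comparisons stayed on their side of the criteria, 78 lost their call and 18 gained one. With 1 array left out, 8412 stayed, 79 lost their call and 20 gained one. None reversed. Quantile normalization took 2 calls and added 2, slide as a random block 1 and 3, the replicate block 4 and 2. Most losses were under normexp (33), slide as a fixed block (24) and median intensities (10).

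Replicate numbers do not pair the animals: deviations from the age means correlated by a median of 0.02 over 111 pairs of arrays with the same number (-0.49 to 0.55) and of -0.02 over 589 other pairs. Signal over background limits the dim genes, since 67.7% to 82.3% of the spots were well above background, and 10 of 212 comparisons of the genes named lost their call without background correction.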

Differences from the paper's values

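All tests in this part were set beforehand except slide as a fixed block, the normexp correction and the setting that keeps spots with a marked background, which were chosen only after the result was seen.

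The paper states that for 80 of its 130 genes the effect of age between 2 and 5 weeks is greater than the effect of sex at 2 weeks, with the same pattern in males and females. In the females alone, the count was 51. The count here does not ask for the same pattern in males. Such a condition can only lower a count, so leaving it out does not account for the lower number here. The paper does not say in which sex it measured the effect of age, so the measures are not identical. Of 49 alternatives set before the data were examined, 6 come within 1.5 times of the paper's count: slide as a random block (57), scan date as a block (55), and leaving out 2 weeks replicate 5 (54), 5 weeks replicate 2 (56), 5 weeks replicate 3 (59) or 5 weeks replicate 4 (61). The other 43, which include quantile normalization, the authors' normalized values, median intensities and the arrays without Y-linked signal, gave counts from 36 upward that remain further from the paper's 80. Of the 3 chosen after seeing the values, slide as a fixed block gave 78, the normexp correction 29 and marked background kept 52.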

Other observations

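The tests of liver proportions and scan dates, the counts for other splits of the 130 genes, of the lists, of 8 against 21 weeks, of 8 to 21 weeks and of the single steps, and the lists of fat cell, adrenal and clock genes were chosen only after the result was seen.

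Of the genes of Table SC, 46 of the female-biased and 39 of the male-biased genes were matched to probes. From 2 weeks to the mean of 8, 15 and 21 weeks in females, the female-biased genes had a median log2 change of 2.05 (44 higher, 2 lower) and the male-biased genes of -0.55 (13 higher, 26 lower). The paper chose these genes on arrays that include these.

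From 21 to 104 weeks, 20 of 21 mononuclear cell genes were higher, with a median of 0.79 (limma's fry, adjusted p = 4.2e-05). Of these, 7 met the criteria over all probes and 13 adjusted over the list alone, and camera with an estimated correlation gave an unadjusted p of 0.00039. From 2 to 5 weeks the same list had a median of 0.68 (19 higher, 2 lower, adjusted p = 5.3e-05). The fibrosis genes had a median of 0.18 from 21 to 104 weeks (11 higher, 6 lower, adjusted p = 0.028), with 0 called over all probes by limma and 1 adjusted over the list alone. Without 21 weeks replicate 3, 21 weeks replicate 6, 104 weeks replicate 1 or 104 weeks replicate 5 this list fell short of 0.05. From 2 to 5 weeks its median was -0.67 (1 higher, 16 lower, adjusted p = 1.2e-09). The injury genes had a median of 0.47 from 21 to 104 weeks (22 higher, 2 lower, adjusted p = 3.9e-07), and 6 met the criteria.

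The proliferation genes had a median of -0.63 from 2 to 5 weeks (3 higher, 15 lower, adjusted p = 0.033) and of 0.72 from 21 to 104 weeks (15 higher, 3 lower, adjusted p = 0.019), and with an estimated correlation camera gave unadjusted p of 0.36 and 0.052. The housekeeping genes had 0.19 (9 higher, 3 lower, adjusted p = 0.0059) and -0.12 (2 higher, 10 lower, adjusted p = 0.14). From 21 to 104 weeks, the 18 liver genes had 2.21 (17 higher, 1 lower, adjusted p = 0.00023) and 8 adrenal genes 0.24 (7 higher, 1 lower, adjusted p = 0.32).

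The injury genes other than those the paper names were raised at 8 weeks by a median of 0.24 over 21 weeks, which argues against a signal of Havcr1 alone. No further explanation was tested, and with slide as a fixed block the median was 0.06.

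The lower levels of Ucp1 and Ucp3 at 104 weeks may come from less brown or white fat on the kidneys. The other fat cell genes were lower too, with a median change of -0.98 (Adipoq -0.91, Cfd -1.35, Fabp4 -1.01, Cidec -1, Lipe -0.96), whereas Lep was above background on 0 arrays. The list of 7 genes, Ucp1 included, had a median of -1 (1 higher, 6 lower, adjusted p = 0.0035). Within ages, Ucp1 and the mean of the other genes correlated over 40 arrays, with Pearson's r of 0.65 (permutation p = 7e-05), Spearman's rho of 0.62 (permutation p = 1e-04) and r of 0.69 without the 2 arrays farthest from the median. The effect of age on fat cells of the kidney itself stays open and was not tested.

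The clock genes differed between ages. From 21 to 104 weeks, 4 genes of the morning arm had a median of -0.84 (0 higher, 4 lower, adjusted p = 0.00029) and 7 of the evening arm of 0.55 (7 higher, 0 lower, adjusted p = 0.0092). Over the 8 age means the arms moved against each other with Pearson's r of -0.99 (exact permutation p = 2.5e-05) and Spearman's rho of -1 (exact permutation p = 5e-05), and r was -0.97 without the 2 ages farthest from the median. Within ages, r over 40 arrays was -0.8 (permutation p = 1e-05, the smallest possible). A difference in the time of day of tissue collection between ages could account for this, but the paper's methods report that the circadian time of sacrifice was kept the same, which weakens it. The times are not among the data used here, and a change of the clock with age cannot be excluded and was not tested. These 4 relations, with that of Ahsg, were the only ones computed between samples.

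Other groupings of the same arrays were drawn, 100 per result with the real one included. As large a result was found in 1 of 100 (the real one alone) for the age-related probes, 5 against 2 weeks, the count of the 130 genes, 8 against 5 weeks, 104 against 21 weeks, 8 against 21 weeks, 8 to 21 weeks against 2 weeks, the injury genes at 8 weeks, and the steps from 5 to 6, 6 to 8, 8 to 15 and 21 to 78 weeks, and in 2 of 100 for the mononuclear cell genes. Regrouping the arrays thus rarely gave results as large as these, and 1 of 100 is the smallest share it can show. It does not account for slides: with slide as a fixed block the injury genes had a median of 0.06 (unadjusted fry p of 0.31). Chance cannot be excluded for the fibrosis genes (10 of 100), for the step from 78 to 104 weeks (9 of 100) and for the direction of the 130 genes (16 of 100), of which 111 moved from 2 to 5 weeks to one side of the paper's sex ratio. The groupings that gave results as large as these mix slides and scan dates on both sides. Without both arrays with Y-linked signal, the steps between consecutive ages had 6772, 194, 51, 249, 0, 284 and 1 probes. With all arrays, limma's unadjusted count for the step from 15 to 21 weeks was 1303, which is below what chance alone gives on average.

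The array labelled 5 weeks replicate 1 belongs to the averages that the paper gives for females: of 32 probes, 31 lay closer to the paper's averages with the array than without it (median difference 0.045 against 0.821). Probes of expressed sequence tags (7523) were raised on 2 weeks replicate 2, 6 weeks replicate 4 and 78 weeks replicate 5 by medians of 0.45, 0.36 and 0.39, and those of RefSeq transcripts (12152) by -0.06, 0 and 0.02.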
